# Transcriptome Profiling of Spinal Muscular Atrophy Motor Neurons Derived from Mouse Embryonic Stem Cells

**DOI:** 10.1371/journal.pone.0106818

**Published:** 2014-09-05

**Authors:** Miho Maeda, Ashlee W. Harris, Brewster F. Kingham, Casey J. Lumpkin, Lynn M. Opdenaker, Suzanne M. McCahan, Wenlan Wang, Matthew E. R. Butchbach

## Abstract

Proximal spinal muscular atrophy (SMA) is an early onset, autosomal recessive motor neuron disease caused by loss of or mutation in *SMN1* (*survival motor neuron 1*). Despite understanding the genetic basis underlying this disease, it is still not known why motor neurons (MNs) are selectively affected by the loss of the ubiquitously expressed SMN protein. Using a mouse embryonic stem cell (mESC) model for severe SMA, the RNA transcript profiles (transcriptomes) between control and severe SMA (*SMN2^+/+^;mSmn^−/−^*) mESC-derived MNs were compared in this study using massively parallel RNA sequencing (RNA-Seq). The MN differentiation efficiencies between control and severe SMA mESCs were similar. RNA-Seq analysis identified 3,094 upregulated and 6,964 downregulated transcripts in SMA mESC-derived MNs when compared against control cells. Pathway and network analysis of the differentially expressed RNA transcripts showed that pluripotency and cell proliferation transcripts were significantly increased in SMA MNs while transcripts related to neuronal development and activity were reduced. The differential expression of selected transcripts such as *Crabp1*, *Crabp2* and *Nkx2.2* was validated in a second mESC model for SMA as well as in the spinal cords of low copy *SMN2* severe SMA mice. Furthermore, the levels of these selected transcripts were restored in high copy *SMN2* rescue mouse spinal cords when compared against low copy *SMN2* severe SMA mice. These findings suggest that SMN deficiency affects processes critical for normal development and maintenance of MNs.

## Introduction

Spinal muscular atrophy (SMA) is an autosomal recessive, early-onset neurodegenerative disorder characterized by the degeneration of α-motor neurons (MNs) in the anterior horn of the spinal cord which leads to progressive muscle weakness and atrophy [1]. SMA is a leading genetic cause of infant death worldwide with 1 in 5000–10,000 children born with the disease [2], [3] and a carrier frequency of 1∶25–50 [4]–[7]. SMA results from the loss or mutation of the *SMN1* (*survival motor neuron 1*) gene on chromosome 5q13 [8]. There is an inverted duplication of *SMN1* in humans called *SMN2* [9], [10]. The duplication of *SMN1* only occurs in humans. Within *SMN2*, there is a C-to-T transition in an exonic splice enhancer of exon 7 that results in the vast majority (about 80–90%) of *SMN2* mRNAs to lack exon 7 (SMNΔ7). SMNΔ7 is not fully functional and prone to degradation [11], [12]. *SMN2* can, however, provide some fully functional SMN protein. The copy number of *SMN2* modifies the severity of SMA phenotype in humans [13]–[20]. Although the genetics underlying SMA are known, the mechanisms leading to the disease are poorly understood.

SMN is a ubiquitously expressed protein that facilitates the assembly of ribonucleoproteins (RNPs) [21]. The assembly of U-type small nuclear RNPs (snRNPs) is developmentally regulated in many cell types [22]. Knockdown of snRNP assembly in zebrafish results in degeneration of motor neuron axons [23]. snRNP assembly is defective in SMN-deficient SMA cells [24]. However, this function of SMN in U-type snRNP assembly is required by all cells. So why are MNs primarily affected in SMA given this ubiquitous function? Gabanella et al. show that snRNP assembly is defective in tissues from mouse models for SMA and that the extent of reduced snRNP assembly correlates with phenotypic severity of these SMA mice [22]. Furthermore, snRNP assembly is more markedly affected by Smn deficiency in SMA mouse neural tissues than in other tissues like the kidney. This enhanced sensitivity of neurons to deficits in snRNP assembly may explain why MNs are primarily affected in SMA.

In addition to its role in snRNP biogenesis, SMN may also have functions which are unique to MNs. SMN associates with cytoskeletal elements in MN dendrites and axons within the rat spinal cord [25]. Knockdown of *Smn* expression in zebrafish embryos using morpholino antisense oligonucleotides leads to reduced axonal outgrowth and axonal pathfinding defects [26]. Ectopic overexpression of wild-type SMN in these *Smn*-knocked down zebrafish embryos restores normal axonal growth and pathfinding. Moreover, axonal defects in *Smn*-knocked down zebrafish embryos are corrected by overexpression of mutant SMNs which are incapable of snRNP assembly [27]. The core protein components of snRNPs, the Sm proteins, do not colocalize with SMN in neuronal processes [28]. Taken together, these observations suggest that SMN may have a unique function in neurons that is independent of snRNP biogenesis. Several studies have suggested that SMN may play a role in axonal trafficking. SMN has been shown to interact with the heterogeneous nuclear ribonucleoprotein-R (hnRNP-R) [29]. hnRNP-R binds to the 3′-untranslated region (3′-UTR) of β-actin mRNA [30]. Transport of β-actin mRNA and protein into growth cones has been shown to be essential in developing neurites [31]. Reduced expression of *Smn* in mouse MNs results in reduced axonal outgrowth and trafficking of β-actin mRNA along axons [30]. Conditional knockout of β-actin in mouse MNs, however, does not affect the morphologies of MN neurites suggesting that β-actin mRNA transport along axons may not be essential for MN axon development [32]. Although neuron-specific roles of SMN have been proposed, further studies are needed to determine how these neuron-specific roles are involved in the pathogenesis of SMA.

Mouse models have been instrumental in studying the function of SMN and how this function is disrupted in SMA. Mice, like all animals except humans, have only one SMN gene (*mSmn*) that is equivalent to *SMN1*. Homozygous disruption of *mSmn* in mice is embryonically lethal [33]. Transgenic overexpression of *SMN2* rescues the embryonic lethality of *mSmn* deficiency [34], [35]. *mSmn* nullizygous mice that also harbor few copies of the *SMN2* transgene (i.e. 1 or 2) develop a severe motor phenotype resembling SMA and die within 7 days after birth [34], [35]. Increasing the *SMN2* copy number in these *mSmn* nullizygous mice improves the survival and phenotype of these SMA mice; in fact, expression of 8–16 copies of *SMN2* fully rescues the SMA phenotype in these mice [34], [36]. Patients who have been identified genetically as SMA—i.e. loss of *SMN1*—are phenotypically normal when they carry at least 5 copies of *SMN2* [16]. Thus, *SMN2* expression modifies the phenotypic severity of SMA in mice as well as in man and makes *SMN2* a target for the development of SMA therapeutics.

The low copy *SMN2* SMA mouse phenotypically resembles type I SMA in humans [34]. The short lifespan as well as the low frequency of pups that survive past birth limit their use for mechanistic studies; therefore, an *in vitro* model would be useful for such studies. Murine embryonic stem cells (mESCs) are able to differentiate into spinal neural progenitor cells and then into MNs through exposure to the morphogens retinoic acid (RA) and Sonic hedgehog (Shh) [37]. Motor neurons differentiated from mESCs were found to generate action potentials and developed axons and synapses when co-cultured with muscle cells [38]. mESC lines have been established for low copy *SMN2* severe SMA mice also harboring a MN-specific reporter construct (HB9:eGFP) [39]. When these SMA mESCs are directed to differentiate into MNs, they start dying after the differentiation process [39]. MNs derived from SMA mESCs can, therefore, potentially provide important insights into the pathogenesis of SMA.

In this study, we will use cultured MNs derived from SMA mESCs to determine how reduced levels of the ubiquitously expressed protein SMN result in selective MN death in SMA. Previous studies have used cDNA microarrays to identify differentially expressed mRNAs in SMA mouse whole spinal cords and in primary MN cultures [40]–[42]. Microarrays can only identify known RNA transcripts which limits their utility for comprehensively characterizing transcriptomes. Massively parallel RNA sequencing, commonly known as RNA-Seq [43], is a recently developed deep-sequencing technology used for transcriptome profiling [44]. RNA-Seq directly reads the sequences of the cDNA pool which results in a very low background signal as compared to the indirect method of measuring hybridization intensity used in microarray analysis. Since RNA-Seq directly reads cDNA sequences, novel transcripts and isoforms can be identified. In this study, we use RNA-Seq to annotate and compare the transcriptome profile of MNs derived from severe SMA mESCs with those derived from normal mESCs. Analysis of over-represented biological pathways and networks revealed that SMA mESC-derived MNs have increased expression of RNA transcripts related to pluripotency and reduced expression of neuronal development and function RNA transcripts. This study provides new insights into the molecular consequences of SMN deficiency in MNs and identifies novel targets for the development of neuroprotective therapeutics.

## Materials and Methods

### Ethics Statement

All animal experiments were conducted in accordance with the protocols described in the National Institutes of Health *Guide for the Care and Use of Animals* and were approved by the Nemours Biomedical Research Institutional Animal Care and Use Committee.

### Embryonic Stem Cell Culture

Two different types of mESC lines were used for these experiments. The first set of mESC lines—Hb9 and A2—were provided by Dr. Lee L. Rubin and were derived from either wild-type (*SMN2^+/+^;mSmn^+/+^*) or SMA (*SMN2^+/+^;mSmn^−/−^*) mice expressing the HB9:eGFP reporter construct [39]. The mice used to establish these mESC lines were generated by interbreeding the low-copy *SMN2* carrier mouse (FVB.Cg-Tg(SMN2)89Ahmb*Smn^tm1Msd^*/J) with HB9:eGFP (*mHB9:Gfp1b*) transgenic mouse [37], [45]. The second set of mESC lines—C4 and E2—were provided by Dr. Douglas Kerr [46]. These lines were derived from wild-type and SMA mice, respectively, and do not harbor a motor neuron-specific marker gene.

mESCs were grown as previously described [46], [47]. Briefly, mESCs were grown on a primary mouse embryonic fibroblast feeder layer (Millipore, Billerica, MA, USA) in 10 cm tissue culture dishes. Cells were cultured with medium containing DMEM supplemented with 15% fetal bovine serum (Stem Cell Technologies, Vancouver, BC, Canada), 1% GlutaMax-I (Life Technologies, Carlsbad, CA, USA), 1% MEM non-essential amino acids (Millipore), 1% nucleosides (Millipore), 0.1 mM β-mercaptoethanol (Millipore), 1% penicillin/streptomycin (Life Technologies) and 10 ng/mL murine leukemia inhibitory factor (LIF; Millipore).

### ES Cell Differentiation into MNs

mESCs were differentiated into motor neurons (MNs) as outlined in **Figure 1** [46], [47]. Briefly, mESCs were dissociated with 0.25% trypsin/EDTA and placed into a T75 cell culture flask coated with 0.1% gelatin (Stem Cell Technologies). Fibroblasts were allowed to re-attach to the flask. The floating mESCs were collected and plated into a 10 cm petri dish containing 10 mL of Neural Differentiation Medium (DMEM supplemented with 15% FBS, 1% nonessential amino acids, 1% GlutaMax-I, 1% penicillin/streptomycin, 1 mM monothioglycerol (Sigma-Aldrich), 50ng/ml noggin (Life Technologies), 20 ng/mL basic fibroblast growth factor (FGF2; Life Technologies) and 20 ng/mL fibroblast growth factor-8b (FGF-8b; Life Technologies)). Media was replaced daily. After two days, embryoid bodies (EBs) were re-suspended in MN differentiation medium (NITSf; basal medium A (Stem Cell Technologies) supplemented with 10% Knockout SR (serum replacement; Life Technologies), 1% N-2 supplement (Life Technologies), 1% ITS-B supplement (Stem Cell Technologies), 1% ascorbic acid (Stem Cell Technologies), 1% penicillin/streptomycin, 0.1% mM β-mercaptoethanol, 0.5% GlutaMax-I, 30% D-glucose (Sigma-Aldrich), 20 µg/mL heparin (Sigma-Aldrich) and 50 µg/mL fibronectin (Stem Cell Technologies)) in the presence of 1 µM RA (Sigma-Aldrich) and 1 µM Smoothened agonist (SAG; Millipore). Media was replaced daily for 5 days when EBs were collected, washed with phosphate-buffered saline (PBS) and dissociated in Accumax (Millipore). Cell aggregates were filtered through a BD cell strainer and single cells were then suspended in NITSf medium supplemented with 10 ng/mL each of brain-derived neurotrophic factor (BDNF; R&D Systems), glial cell-derived neurotrophic factor (GDNF; R&D Systems), ciliary neurotrophic factor (CNTF; R&D Systems) and neurotrophin-3 (NT-3; R&D Systems). The cells were plated at a concentration of 1×10^5^ cells per well in a 24 well plate that contained coverslips coated with 100 µg/mL poly-DL-ornithine hydrobromide (Sigma-Aldrich), 2 µg/mL laminin (Millipore) and 300 µg/mL Matrigel Matrix Basement Membrane (BD Bioscience, San Jose, CA, USA).

**Figure 1:**
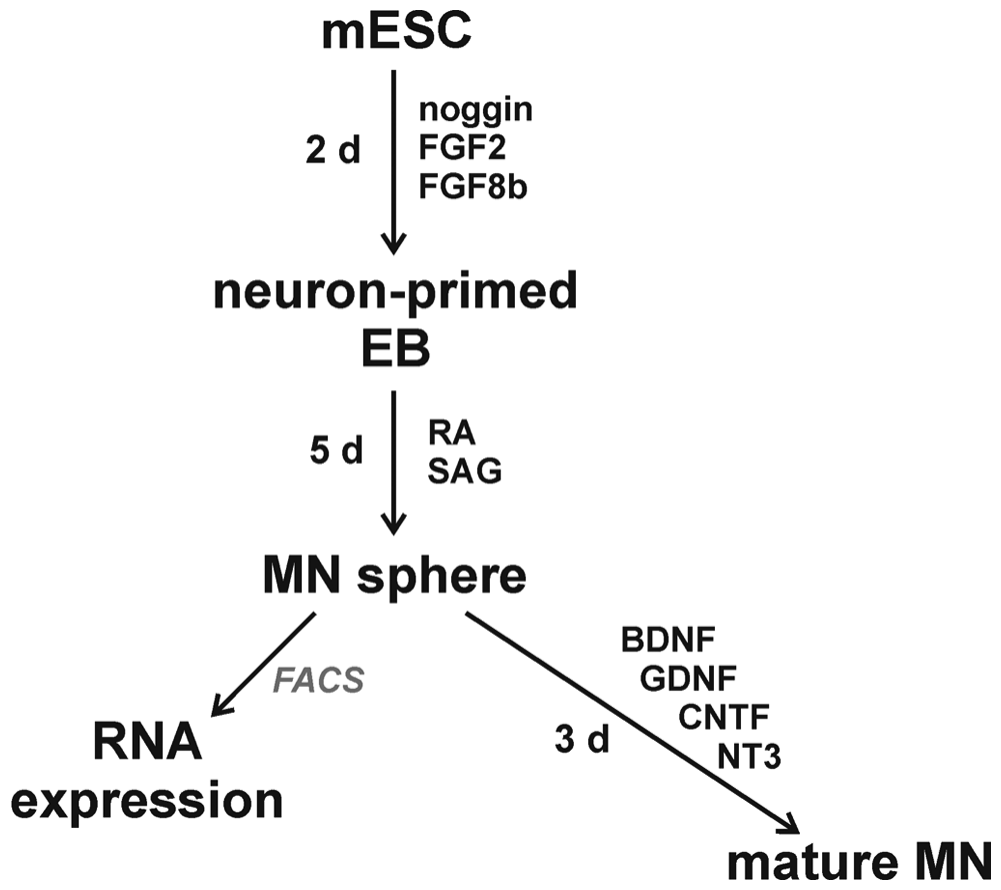
Outline for the differentiation of mouse embryonic stem cells (mESCs) into motor neurons (MNs). mESCs were first converted into neuron-primed embryoid bodies (EBs) by treatment with noggin, fibroblast growth factor 2 (FGF2) and FGF8b for 2 days. The neuron-primed EBs were then directed to differentiate into MN spheres by treatment with retinoic acid (RA) and Smoothened agonist (SAG) for 5 days. The MNs were then dissociated from the spheres and then either isolated using fluorescence-activated cell sorting (FACS) for subsequent RNA isolation or allowed to mature for 3 days with a MN maturation cocktail containing brain-derived neurotrophic factor (BDNF), glial cell-derived neurotrophic factor (GDNF), ciliary neurotrophic factor (CNTF) and neurotrophin-3 (NT3).

### Animals

Spinal cords were collected from two different mouse models for SMA: the severe low copy *SMN2* SMA (*SMN2(Ahmb89)^+/+^;mSmn^−/−^*) and the high copy *SMN2* rescue (*SMN2(Ahmb(566)^+/+^;mSmn^−/−^*) mice [34]. Both mouse lines are available from Jackson Laboratories (Bar Harbor, ME; stock numbers 005024 and 008026, respectively). To obtain low copy *SMN2* SMA mice, carrier mice ((*SMN2(Ahmb89)^+/+^;mSmn^+/−^*) were interbred to generate SMA, carrier and control (*SMN2(Ahmb89)^+/+^;mSmn^+/+^*) progeny. Since the high copy *SMN2* rescue mice are phenotypically normal [34], the necessary mice were generated from interbreeding rescue mice.

Spinal cords were collected at 2 time points: embryonic day 13.5 (e13.5) and postnatal day 3 (PND03; with the day of birth being defined as PND01). For collecting e13.5 samples, timed-pregnant dams (as assessed by the presence of a vaginal plug) were euthanized at e13±0.5 and the spinal cords were rapidly dissected from the embryos, snap-frozen and stored at −80°C until RNA isolation. Additional tissues were harvested from each embryo for genotyping. For postnatal samples, pups were euthanized and the spinal cords were rapidly dissected from the pups, snap-frozen and stored at −80°C until RNA isolation. Tail biopsies were also taken for genotyping. All embryonic and postnatal samples were genotyped as described previously [34], [48].

### Immunofluorescence

Cells grown on coverslips were washed with PBS. Cells were fixed with 4% paraformaldehyde (Sigma-Aldrich) in PBS for 20 min. Cells were rinsed with PBS+ (0.1% saponin (Sigma-Aldrich) and 0.02% NaN_3_ (Sigma-Aldrich) in PBS, pH 7.4) and blocked with PBS+BSA (20 mg/mL bovine serum albumin (BSA; Sigma-Aldrich) in PBS+) for 30 min. Cells were then incubated overnight at 4°C with mouse anti-Hb9 (1∶10; clone 81.5C10, Developmental Studies Hybridoma Bank (DSHB), Iowa City, IA, USA), mouse anti-Tuj1 (1∶1000; Covance, Princeton, NJ, USA), mouse anti-Islet-1 (1∶50; clone 40.2D6, DSHB), mouse anti-nestin (1∶500, Millipore), or mouse anti-NeuN (1∶200, Millipore) in PBS+BSA supplemented with rabbit anti-GFP (1∶2000, Rockland Immunochemicals, Gilbertsville, PA, USA). After three washes with PBS+, cells were incubated for 1 hr at room temperature with Alexa Fluor 594 goat anti-mouse IgG (Life Technologies) and Alexa Fluor 488 goat anti-rabbit IgG (Life Technologies) in PBS+BSA. Cells were washed three times with PBS+ and incubated with 100 ng/mL Hoechst 33342 (Life Technologies) in ddH_2_O for 10 min and rinsed with ddH_2_O before mounting in Immu-Mount (Shandon-Lipshaw). Images were obtained using a Leica TCS SP5 confocal microscope.

### Immunoblot Analysis

Cells were pelleted and lysed in a lysis buffer containing 20 mM Tris-HCl, pH 7.4, 150 mM sodium chloride (NaCl), 1% Triton X-100, 1 mM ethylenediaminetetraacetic acid (EDTA), 1 mM ethylene glycol-bis(2-aminoethylether)-N,N,N′,N′-tetraacetic acid (EGTA), 1 mM sodium glycerolphosphate, 2.5 mM sodium pyrophosphate, 100 mM sodium fluoride (NaF), 10% glycerol, 1 mM sodium orthovanadate, 1 mM phenylmethylsulfonylfluoride (PMSF), 5 µg/mL aprotinin and 2 µg/mL leupeptin. The lysates were sonicated and centrifuged at 13,200 rpm for 15 min. Protein concentration of the supernatants were analyzed with Pierce BCA Protein Assay Kit (Thermo Scientific, Rockford, IL, USA). 50 µg of protein per lane were electrophoretically separated in a 10% polyacrylamide gel containing 0.1% SDS and transferred onto a Hybond-P PVDF membrane (GE Healthcare, Piscataway, NJ, USA). The blots were blocked in 5% nonfat milk in Tris-buffered saline with 0.1% Tween-20 (TBS-T) for 1 hr. The blots were then incubated overnight at 4°C with mouse anti-SMN antibody (1∶5000, BD Biosciences) diluted in 3% BSA in TBS-T. The blots were then washed three times with TBS-T and then incubated for 1 hr with horseradish peroxidase (HRP)-conjugated sheep anti-mouse IgG (1∶2500, GE Healthcare) diluted in 3% BSA in TBS-T. The protein on the membrane was detected using a chemiluminescence buffer containing 1.25 mM luminol (Sigma-Aldrich), 198 µM p-coumaric acid (Sigma-Aldrich) and 0.00915% H_2_O_2_ (Sigma-Aldrich) in 100 mM Tris-HCl, pH 8.5. The membrane was then stripped with Re-Blot Plus Strong Solution (Millipore) and reprobed using rabbit anti-glyceraldehyde-3-phosphate dehydrogenase (GAPDH; 1∶20,000, Sigma-Aldrich) as primary antibody and HRP-conjugated goat anti-rabbit IgG (1∶2500, Rockland Immunochemicals) as secondary antibody.

### Fluorescence-Activated Cell Sorting

Dissociated ES cells were filtered through a cell strainer, suspended in DMEM with 20 µg/mL of propidium iodide (PI) and sorted using a 488 nm laser attached to either a MoFlo cell sorter (Coulter; Kimmel Cancer Center, Thomas Jefferson University) or the FACSAria II sorter (BD Biosciences; Center for Translational Cancer Research, University of Delaware). Cells were passed through a 100 µm nozzle tip at a speed of approximately 12,500 events per second. Embryonic stem cells from nonGFP-expressing, wild-type mice described previously [46] were used as a negative control to set the cutoff for background fluorescence. Cells that were GFP positive, PI negative were collected in a 5 mL round bottom test tube (BD Biosciences, Franklin Lakes, NJ, USA) with PBS supplemented with 60% FBS. Approximately a million cells were collected per sample. Sorted cells were centrifuged, PBS was removed and pellets were snap frozen for RNA isolation.

### RNA Isolation

Total RNA was isolated from cells using the RNeasy mini kit (QIAGEN, Germantown, MD, USA) with an additional DNase I (QIAGEN) digestion step to remove any genomic DNA contamination. The concentration of the purified RNA was determined by a ND-1000 NanoDrop the spectrophotometer (NanoDrop Technologies, Wilmington, DE). RNA integrity was assessed by the Agilent Technologies 2100 Bioanalyzer.

### RNA-Seq

1 µg of RNA from each sample (n = 3/genotype) was collected and sent to the Sequencing and Genotyping Center at the Delaware Biotechnology Institute in the University of Delaware for RNA-Seq library preparation and sequencing. The cDNA library was prepared using the TruSeq RNA Sample Prep Kit (Illumina, San Diego, CA) according to the manufacturer's directions. The samples were then clustered and sequenced on an Illumina HiSeq 2500. Deep sequencing was performed on triplicates for each cell line (total six samples) for a 50 cycle single end run. The raw sequence data have been deposited in the NCBI Gene Expression Omnibus (GEO) [49] under accession number GSE56284.

### RNA-Seq Data Analysis

RNA-Seq reads were assessed for quality control with FastQC (version 0.10.1; Babraham Bioinformatics, Cambridge, UK). Adapter sequences and poly-A tails were removed from sequencing reads with CutAdapt (MIT, Cambridge, MA) [50] and were confirmed by FastQC. Reads were mapped to a reference mouse transcriptome and genome (NCBI m37) using TopHat (version 2.04; [51]). The reference genome and annotation was obtained from Ensembl (http://www.ensembl.org). Transcripts were assembled and transcript abundances were measured as fragments per kilobase of exon per million fragments mapped (FPKM) by Cufflinks [52]. Cuffdiff [53] was then used to determine differential expression. Differential expressed genes were plotted using the R package CummeRbund [53].

### Gene Pathways and Networks Analysis

Identification of biological pathways and networks affected by Smn deficiency in mESC-derived MNs was completed using Ingenuity Pathway Analysis (IPA build version 261899; Ingenuity Systems, Inc., Redwood City, CA). The list of differentially expressed transcripts generated from Cuffdiff was divided into upregulated and downregulated lists of transcripts and were imported into IPA. Biological function and canonical pathways were determined to be over-represented using the Fisher exact test with a false discovery rate (FDR) correction (p≤0.05). A set of interacting biological networks was generated in IPA from the upregulated and downregulated transcript lists. A network score was computed based on the likelihood that the focus transcripts specifically belong to this network as opposed to being in the network by chance. Based on other published work [54], only those networks with scores greater than or equal to 15 were considered relevant for further analysis.

The Upstream Regulator Analysis (URA) algorithm of IPA allows for the identification of upstream regulators—transcription factors, signaling molecules and drugs—which can affect gene expression [55]. URA was completed on upregulated and downregulated transcripts and list of putative upstream regulators was provided. Each upstream regulator was assigned an activation z-score; upstream regulators were considered as being activated or inhibited if their activation z-scores were either greater than or equal to 2.0 for activated regulators or less than or equal to −2.0 for inhibited regulators.

### cDNA Synthesis and Quantitative Reverse Transcriptase-Polymerase Chain Reaction (qRT-PCR)

cDNA was prepared from 0.5–1 µg total RNA using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA) as per manufacturer's instructions. The cDNA—diluted 200–400 fold—was amplified via RT-PCR using the QuantiTect SYBR Green PCR kit (QIAGEN). The target primers listed in **Table 1** were synthesized by Integrated DNA Technologies (Coralville, IA) and primers for the reference transcripts *β-glucuronidase* (*Gusb*), *phosphoglycerate kinase 1* (*Pgk1*) and *ribosomal protein L13a* (*Rpl13a*) were purchased from Real Time Primers LLC (Elkins Park, PA). Quantitative PCR was performed in a 384 well plate on a 7900 HT Fast Real-Time PCR system (Applied Biosystems, Foster City, CA). Each sample was assayed in triplicate. Relative transcript levels were calculated using the comparative C_t_ (2^−ΔΔCt^) method [56] where ΔC_t_ is defined as the difference between the C_t_ for the target transcript and the C_t_ for the geometric mean of *Gusb*, *Pgk1* and *Rpl13a* [57] and ΔΔC_t_ is defined as the difference between the ΔC_t_ for the SMA sample and the ΔC_t_ for the control sample.

**Table 1:** Sequences of primers used for qRT-PCR.

Gene Name	Primers (5′->3′)	Ampicon size (bp)
*Crabp1*	(F) CTTCAAGGTCGGAGAGG (R) GGAACAAGCTGGCCACC	238
*Crabp2*	(F) GGAGATTAACTTCAAGATCGGGGA (R) GCTAGTTTGTAAGATGGACGTGGG	321
*Isl1*	(F) CGGAGAGACATGATGGTGGTT (R) GGCTGATCTATGTCGCTTTGC	109
*Nkx2.2*	(F) CCTCCCCGAGTGGCAGAT (R) GAGTTCTATCCTCTCCAAAAGTTCAAA	74
*Pla2g1b*	(F) CAGGCGCTGCTGCACACAG (R) GTCTAAGTCGTCCACTGGGGTGC	158
*Smn1*	(F) TGCTCCGTGGACCTCATTTCTT (R) TGGCTTTCCTGGTCCTAATCCTGA	70
*Vim*	(F) GAATGACCGCTTTGCCAACTACAT (R) GCTTCCTCTCTCTGGAGCATCTCCT	267
*Gusb*	(F) AATGAGCCTTCCTCTGCTCT (R) AACTGGCTATTCAGCTGTGG	227
*Rpl13a*	(F) ATGACAAGAAAAAGCGGATG (R) CTTTTCTGCCTGTTTCCGTA	215
*Pgk1*	(F) GCAGATTGTTTGGAATGGTC (R) TGCTCACATGGCTGACTTTA	185

### Statistical Analysis

All quantitative data is expressed as mean ± standard error. For differential expression of RNA transcripts analyzed by RNA-Seq, statistical analysis was completed using Cuffdiff and CummeRbund [53]. Statistical analysis for pathways and networks analysis was completed by IPA. Statistical analyses of quantitative data were completed using SPSS v.22.

## Results

### Control and SMA mESCs Differentiate into Motor Neurons *in vitro*

Motor neurons (MNs) were generated from HB9:eGFP-expressing control (*SMN2^+/+^;mSmn^+/+^*, Hb9) and SMA (*SMN2^+/+^;mSmn^−/−^*, A2) mESCs using a combination of growth factors and morphogens [47] as outlined in **Figure 1**. We first examined the effect of MN differentiation of the levels total SMN protein levels (*mSmn* and the *SMN2* transgene) in Hb9 and A2 cells. Total SMN protein levels were indeed reduced in undifferentiated as well as in differentiated A2 cells relative to Hb9 cells (**Figure 2**). The total SMN protein levels were similar between undifferentiated and differentiated Hb9 as well as for A2 cells; the differentiation conditions thus do not affect total SMN protein expression.

**Figure 2:**
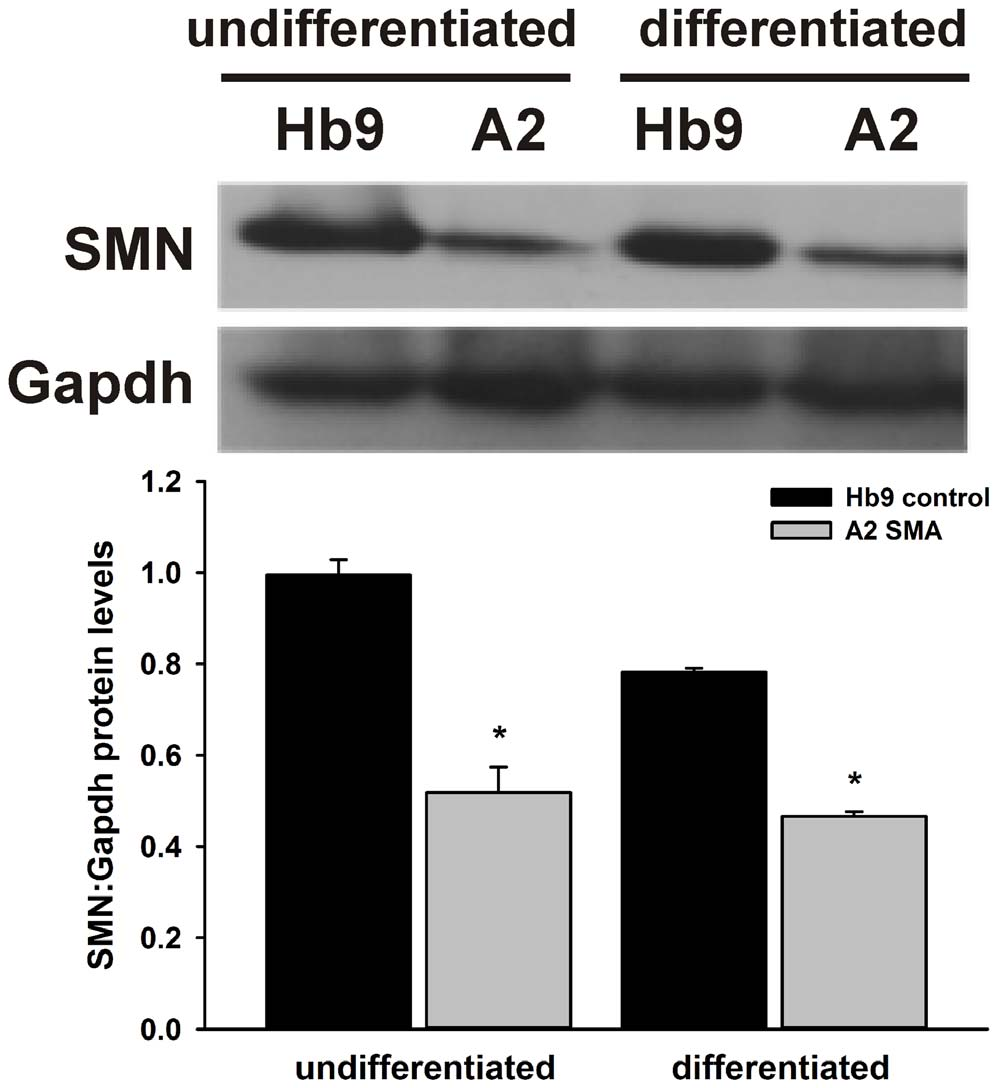
Expression of total SMN protein in undifferentiated as well as MN-differentiated control and SMA cells. Representative immunoblots of both differentiated and undifferentiated mESCs revealed a significantly reduced protein expression of SMN in A2 SMA cell lines compared to Hb9 control cells. SMN levels were normalized to Gapdh. C =  control, S =  SMA. Asterisks indicate significant differences compared to controls (*p<0.05, Student's *t* test).

We next determined the effect of SMN deficiency on the differentiation potential of mESCs into MNs. FACS analysis showed the differentiation efficiency of viable control Hb9 cells (**Figure 3B**; 17.7±6.1%) was similar to that observed in viable A2 SMA cells (**Figure 3C**; 16.3±3.2%). Reduced expression of SMN similar to that observed in SMA does not affect the ability of mESCs to differentiate into MNs.

**Figure 3:**
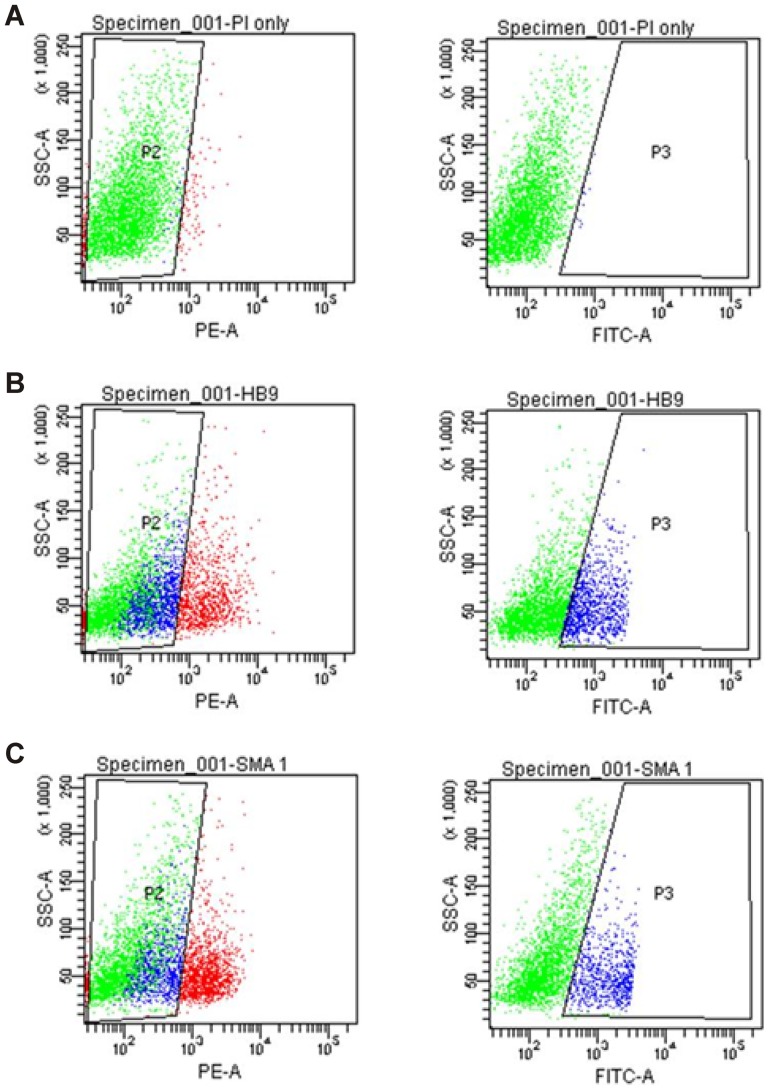
Efficiency of differentiation of Hb9 control and A2 SMA mESCs into MNs. Differentiated cells were analyzed and sorted using flow cytometry. Representative dot plots are shown. Cells treated with PI alone were used as a control (**A**). The proportion of MNs in the Hb9 control (**B**) and A2 SMA (**C**) mESCs upon differentiation is similar.

To show that the differentiated cells from Hb9 and A2 mESCs were morphologically MNs, these mESCs were directed to differentiate into MNs and then plated in the presence of neurotrophic factors to induce axonal growth and arborization (**Figure 1**). The GFP+ Hb9 (control in **Figure 4**) and A2 (SMA in **Figure 4**) cells were characterized using various neuronal markers to test their MN identity. The presence of β-III tubulin (Tuj1), a neuron-specific tubulin isoform, as well as post-mitotic neuronal marker NeuN (also known as Fox-3) confirmed that the GFP+ cells were indeed neurons (**Figure 4A**). As expected, differentiated Hb9 and A2 cells expressed MN specific markers Hb-9 and Islet-1 (**Figure 4B**) [58], [59]. One noticeable difference was the number of GFP+ neuron-like cells present on coverslips after plating and growing for 3 days. Coverslips with differentiated Hb9 cells had an abundance of GFP+ cells whereas there were very few neuron-like GFP+ cells on coverslips from A2 SMA cells. This reduced viability of SMA mESC-derived MNs was consistent with a previous report [39]. Thus, both the control and SMA mESCs can be directed to differentiate into MNs and SMN-deficient SMA MNs are less viable than control MNs derived from mESCs.

**Figure 4:**
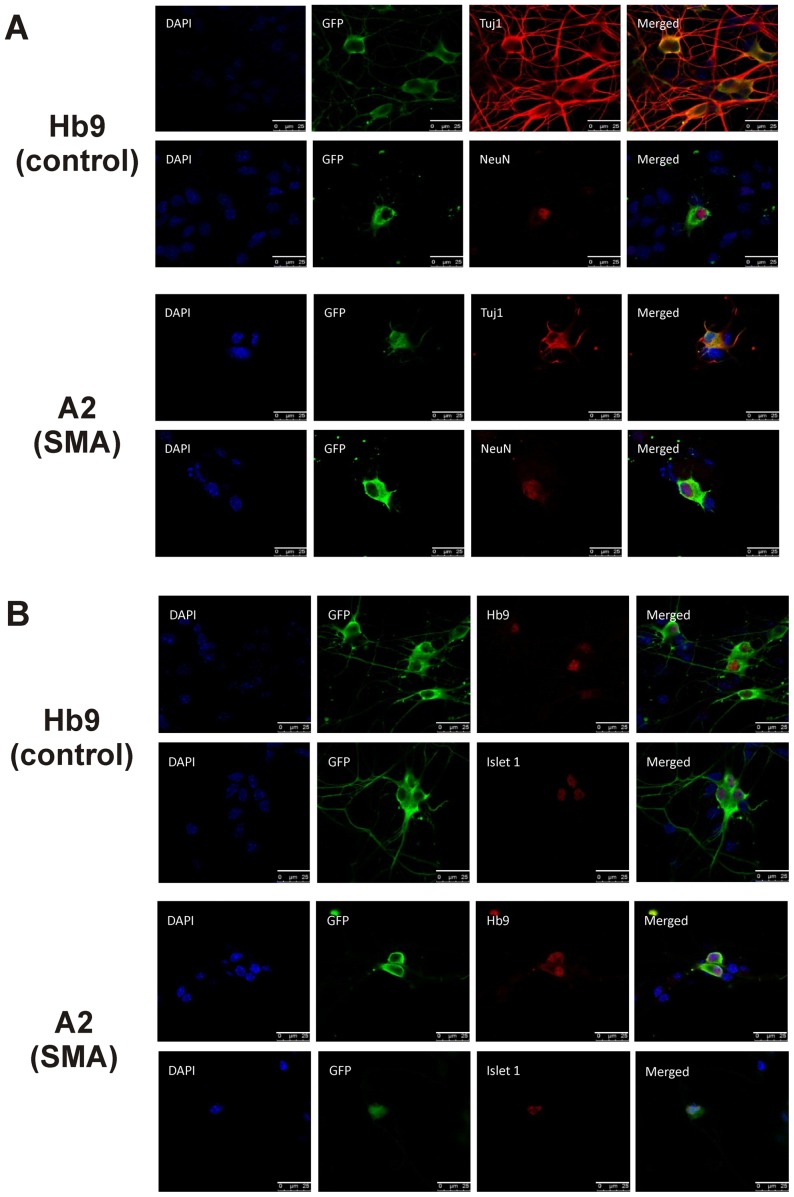
Immunofluorescent characterization of mESC derived control and SMA MNs. Hb9 control and A2 SMA mESCs were directed to differentiate into MNs, dissociated and then grown on coated coverslips in the presence of neurotrophic factors for 3 days. Cells were then immunostained with antibodies against GFP (green) and either (**A**) the panneuronal markers Tuj1 (β3-tubulin) or NeuN (Fox3) or (**B**) the MN-specific markers Hb9 and Islet 1 (red). Nuclei were counterstained with Hoescht 33342 (blue). The scale bar represents 25 µm.

### Analysis of RNA-Seq Data from Control and SMA mESC-Derived MNs

Whole transcriptome differential expression between FACS-collected Hb9 and A2 MNs was completed using massively parallel RNA sequencing (RNA-Seq). 

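The Hb9 and A2 mESC lines carry an eGFP reporter driven by the Hb9 promoter, and A2 lacks functional mouse Smn1. EBs were formed over 2 days and then treated for 5 days with 1 µM RA and 1 µM SAG, a Smoothened agonist that takes the place of Shh. Cells positive for eGFP and negative for propidium iodide were collected by FACS, and RNA from 3 samples per genotype was sequenced as single-end reads. The authors removed adapters with CutAdapt, mapped the reads to NCBI m37 with TopHat, assembled transcripts with Cufflinks and compared the genotypes with Cuffdiff. The FPKM values used here come from that comparison, which combines the 3 samples of a genotype into 1 value per gene or locus. A difference between the genotypes therefore has no replicate check here apart from the error that Cuffdiff fitted. Dividing the size of the log2 fold change by that of the test statistic gives the standard error implied by the authors' deposited table, whose median was 0.16 over 13376 tested genes with a symbol and at least 1 FPKM in either genotype. Log2 ratios were taken as A2 SMA over Hb9 control MNs without a pseudocount, and a gene listed at 0 FPKM in a genotype was given none. The median log2 ratio of a gene list was set against 10000 random lists of the same size, drawn from 15548 genes in 20 bins of mean expression. Table 2 of the paper gives 14863496 to 36877629 reads for the 3 Hb9 samples (mean 27168335) and 32327505 to 44570352 for the 3 A2 samples (mean 38033646). A two-sided exact permutation test of the difference between these means gave p = 0.2, where 3 samples against 3 allow no p under 0.1. Reads removed were 22.74% to 23.86% in the Hb9 samples and 28.16% to 29.20% in the A2 samples. Reads mapped were 74.49% to 75.50% and 69.33% to 70.60%. Neither pair of ranges overlaps, so this difference between the libraries goes with genotype. The number of reads behind each FPKM value is unknown, so no counting error is given for single genes.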

The total number of reads produced from each sample (n = 3/genotype) was around 100 million reads per sample. The quality of the trimmed reads—as assessed with FastQC—was very high in that the sequence quality had a Phred score of around 39 and an average base Phred quality score was around 32. As a point of reference, a Phred quality score of 30 corresponds to a base call accuracy of 99.9%.

The trimmed sequencing reads were then mapped to the mouse reference genome (**Figure 5A**). The total number of mapped reads per sample ranged between 29,763,880 and 44,570,352 (**Table 2**); between 69% and 76% of reads were uniquely mapped to the reference genome. The difference in the average number of reads between Hb9 and A2 MNs samples was not statistically significant (p = 0.22). Transcripts were assembled and transcript abundance measured in FPKM; the expression levels for each transcript were then compared between Hb9 and A2 MNs. The distributions of transcript abundances—as measured in fragments per kilobase of exon per million fragments mapped (FPKM)—were different between A2 SMA and Hb9 control MNs (**Figure 5B**). 

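The FPKM distributions were recomputed for the 10902 tested transcripts whose p was under 0.05 in the authors' comparison. Among those above 0 FPKM, the median was 14.7 FPKM in Hb9 control MNs (quartiles 3.51 and 42.8) and 8.98 FPKM in A2 SMA MNs (quartiles 1.85 and 32.2). A value of 0 FPKM was listed for 184 of the transcripts in Hb9 control MNs and for 139 in A2 SMA MNs. More than 30 FPKM was reached by 32.8% of them in Hb9 control MNs and by 26.2% in A2 SMA MNs, and 9.36% and 17.7% were under 1 FPKM. The medians moved most when all 25870 transcripts above 0 FPKM in both genotypes were taken, to 6.56 FPKM in Hb9 control MNs and 4.59 FPKM in A2 SMA MNs. Transcripts are not replicates of each other, so the distributions were described without a test.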

Overall, there were 41,945 expressed transcripts in both Hb9 and A2 MNs of which 10,058 transcripts were found to be differentially expressed in Hb9 and A2 MNs (p<0.05). 

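Of the 41945 genes and loci in the authors' deposited table, 13064 were listed at 0 FPKM in both genotypes and 16761 reached at least 1 FPKM in both. Cuffdiff tested 19582 of them (46.7%). It left 19615 untested with the status NOTEST and 1 with the status LOWDATA. A further 2747 have the status FAIL, for which the authors' deposited table lists a log2 fold change of 0 and a p and q of 1 although it gives FPKM values. The 10058 transcripts marked as significant in the authors' deposited table are the tested ones with a q under 0.05, where q is the p adjusted by the Benjamini-Hochberg method over the tested transcripts, and the largest p among them was 0.0257. Counted by p under 0.05 instead, 10902 transcripts differed. Adjusting p again over the tested transcripts with at least 1 FPKM in either genotype left 9812. The count moved most when a change of at least 2-fold was required as well, to 5443. Of the transcripts marked as significant, 1217 are loci without a gene symbol.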

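By the FPKM values, 3319 of the 10902 transcripts past p 0.05 were higher in A2 SMA MNs and 7583 were lower. Among those past q 0.05, 2962 were higher and 7096 lower, with 180 listed at 0 FPKM in Hb9 control MNs and 132 at 0 FPKM in A2 SMA MNs. Over the 15548 genes with a symbol, at least 1 FPKM in either genotype and more than 0 FPKM in both, the median log2 ratio was -0.30 (quartiles -0.91 and 0.19) and 66.0% were lower in A2 SMA MNs. Relative to this median, 3799 of the transcripts past p 0.05 were higher and 7103 were lower. Their p still tests a difference from equal FPKM, so only the direction was counted again. Among transcripts past p 0.05 with at least 30 FPKM in the higher genotype, the log2 ratio was lowest for Hes5 (65.3 FPKM in Hb9 control MNs and 0.349 FPKM in A2 SMA MNs), at -7.55. Glra1 followed at -6.90, the locus of Hoxd3 and Hoxd4 at -6.79 and that of 2610017I09Rik at -6.72. The largest rises of genes with a symbol were those of Lefty1 at 4.23, Nr0b1 at 4.02 and the locus of Hspa8 and small nucleolar RNA genes at 3.68. The other 3 of these 10 transcripts have no gene symbol.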

Out of the 10,058 statistically significant differentially expressed transcripts, 3094 were upregulated in A2 SMA samples compared to Hb9 control and 6964 were downregulated (**Figure 5C**). A list of differentially expressed RNA transcripts is provided in **Table S1**.

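The copy of Table S1 used here holds 1998 of its 8002 transcripts, so it served only to compare values and not to compare lists. Its fold change was finite for 1986 transcripts, and each of these equals the log2 ratio of the FPKM values to 3 decimals. The fold changes of Table S1 are therefore on a log2 scale. The remaining 12 transcripts in the copy are listed at the lowest number a computer stores, which stands for a ratio with 0 FPKM in A2 SMA MNs.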

**Figure 5:**
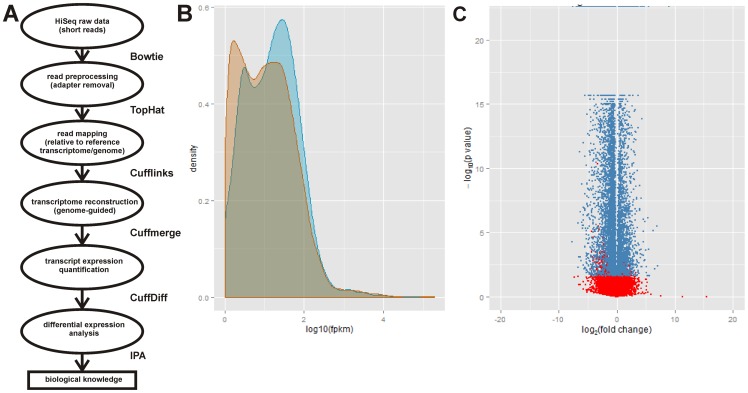
RNA-Seq-identified differentially expressed transcripts between mESC-derived Hb9 control and A2 SMA MNs. (**A**) Flowchart outlining the analysis of RNA sequencing data. The programs used for each step are shown to the right of the flowchart. (**B**) Area plot showing the distributions of FPKM values of significant transcripts in Hb9 control (blue) and A2 SMA (orange) MNs. (**C**) A volcano plot showing the log2-fold difference of statistically significant (p = 0.05) transcripts (shown in blue) between Hb9 control and A2 SMA MNs.

**Table 2:** RNA-Seq reads mapped to NCBI mouse genome build 37 using TopHat.

	Control			SMA		
	Sample 1	Sample 2	Sample 3	Sample 1	Sample 2	Sample 3
**Total Reads**	29,763,880	14,863,496	36,877,629	37,203,080	32,327,505	44,570,352
**Reads Removed**	23.86%	22.74%	23.65%	29.20%	28.81%	28.16%
**Reads Mapped**	74.49%	75.50%	74.88%	69.33%	69.67%	70.60%

Since the A2 SMA cells are homozygous for the targeted deletion of *mSmn* (*Smn1*), the levels of *Smn1* mRNA is expected to be lower in A2 SMA MNs. Indeed, the level of *Smn1* mRNA was reduced by 4.7-fold in A2 SMA MNs when compared to Hb9 controls MNs (**Table S1**). 

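Smn1 lies on chromosome 13 from 100894807 to 100907645 of NCBI m37. Its level was 137 FPKM in Hb9 control MNs and 5.26 FPKM in A2 SMA MNs. The log2 ratio was -4.70, which is a 25.9-fold difference on the linear scale, with an implied standard error of 0.34 and q listed as 0 in the authors' deposited table. Relative to the median gene, the alternative that moved it most, the log2 ratio was -4.40. The neighbouring genes Serf1 and Bdp1 were chosen after their values were seen. Serf1 ends 10280 bp from Smn1 and fell from 27.0 to 6.77 FPKM. Bdp1, on the far side of Serf1, had 15.7 FPKM in Hb9 control MNs and 14.0 FPKM in A2 SMA MNs.

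**Figure D1:**
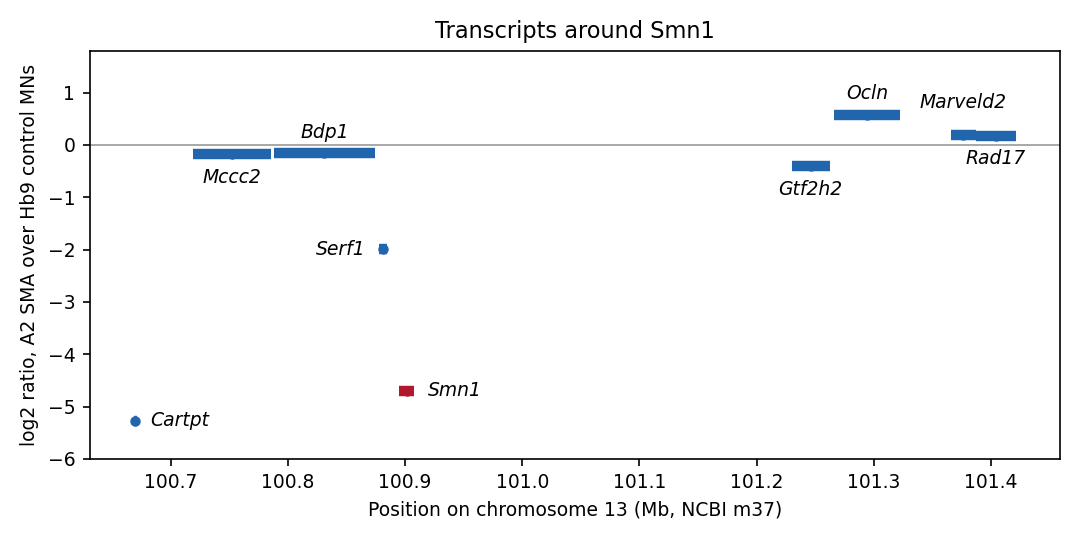
Log2 ratio of A2 SMA over Hb9 control MNs for the genes within 500000 bp of Smn1, drawn at their positions on chromosome 13 of NCBI m37. Smn1, Serf1 and Cartpt lie far under 0, while the other genes lie between -0.40 and 0.58.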

The mRNA transcript data (RNA-Seq) and the protein results (Smn immunoblot in **Figure 2**) were consistent. 

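Mnx1, the gene that encodes Hb9, lies on chromosome 5 from 29799578 to 29805059 and was at 41.2 FPKM in Hb9 control MNs and 44.2 FPKM in A2 SMA MNs. Its log2 ratio was 0.10, with an implied standard error of 0.12 and q = 0.494 in the authors' deposited table. Relative to the median gene the log2 ratio was 0.40, which is more than 1.96 implied standard errors above 0.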

Interestingly, *Hb9* (*Mnx1*) transcripts levels were not significantly different between A2 and Hb9 MNs. This observation was supported by the FACS analysis in **Figure 3**.

### Pathway and Network Analysis of Differentially Expressed Transcripts in SMA ESC-derived MNs

Ingenuity Pathway Analysis (IPA) was used to determine the biological relevance of the differentially expressed transcripts between A2 SMA and Hb9 control mESC-derived MNs. IPA uses the Ingenuity Knowledge Base, which is a manually curated repository of literature-based biological and pharmacological data (www.ingenuity.com) [55]. 77 biological functions were overrepresented (with a Fisher's exact test p-value cutoff of 0.05) using the list of transcripts upregulated in A2 SMA MNs, the 7 highest scoring entries are shown in **Figure 6A**. Many of these highest scoring entries are related to developmental functions. In the downregulated transcripts, there were 62 overrepresented biological functions (**Figure 6B**) with many of these highest scoring functions involving nervous system development and disease.

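Pan-neuronal genes were taken as a list written independently of the paper's gene networks. Of its 28 genes with at least 1 FPKM in either genotype, 27 were lower in A2 SMA MNs, 22 of them past q 0.05 in the authors' comparison, and 1 was higher past it. The list had a median log2 ratio of -3.58, lower than that of each of the 10000 random lists. Without the FPKM filter and with a pseudocount of 1 FPKM, the alternative that moved it most, the median was -2.74. Among its most abundant genes, Nefl fell from 297 to 17.0 FPKM (log2 ratio -4.13), and Stmn2, which Cuffdiff did not test (status FAIL), fell from 242 to 78.0 FPKM (log2 ratio -1.63). A list of neural progenitor genes had 20 genes above the filter, of which 17 were lower in A2 SMA MNs (16 relative to the median gene), with a median log2 ratio of -3.12. None of the random lists had a median as low as this one either. Fabp7 fell from 553 FPKM in Hb9 control MNs to 5.52 FPKM in A2 SMA MNs.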

**Figure 6:**
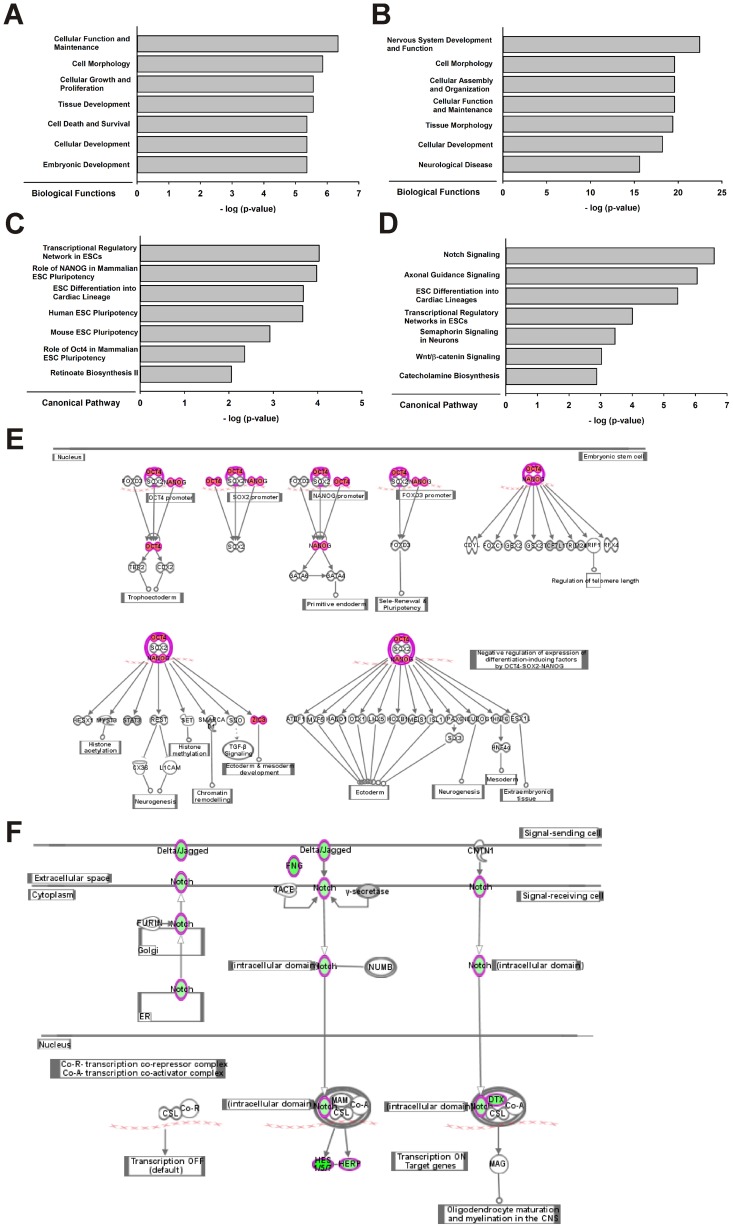
Gene network analysis of differentially expressed transcripts between mESC-derived Hb9 control and A2 SMA MNs. Ingenuity Pathways Analysis (IPA) of biological functions for transcripts (**A**) upregulated or (**B**) downregulated in A2 SMA MNs compared to Hb9 control MNs. IPA of canonical pathways for transcripts (**C**) upregulated or (**D**) downregulated in A2 SMA MNs compared to Hb9 control MNs. IPA was performed on upregulated or downregulated transcripts with at least a 2-fold change and a p value less than or equal to 0.05. The top 7 canonical pathways or biological functions were shown in the bar graphs. The top canonical pathway for (**E**) upregulated (Transcriptional Networks in ESCs) or (**F**) downregulated (Notch Signaling) transcripts in A2 SMA MNs compared to Hb9 control MNs. Downregulated transcripts are green while the upregulated transcripts are red.

We also used IPA to identify canonical pathways that were overrepresented in the lists of transcripts either upregulated or downregulated in A2 SMA MNs. Most of the highest scoring overrepresented canonical pathways (6 out of 14) from the upregulated transcripts were related to ESC pluripotency (**Figure 6C** with the top canonical pathway, *Transcriptional Regulatory Networks in ESCs*, shown in detail in **Figure 6E**). 

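The 16 genes that the paper names from the upregulated pathway and network and in its discussion of pluripotency were all higher in A2 SMA MNs, with log2 ratios from 0.14 for Sox2 to 4.23 for Lefty1. For 15 of them q was under 0.05 in the authors' comparison, Sox2 being the exception. Over the 16 genes the median log2 ratio was 2.51, and each of the 10000 random lists had a lower median. It was 2.81 relative to the median gene. Klf4 had a log2 ratio of 2.26 and Klf5 of 2.20. These genes were picked by the authors from the same samples, so their place among random lists is not independent evidence.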

Many of the highest scoring canonical pathways identified from the list of downregulated transcripts (5 out of 19) were involved with nervous system development (**Figure 6D**). In fact, the top downregulated canonical pathway is *Notch signaling* (shown in detail in **Figure 6F**).

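Of the 36 Notch pathway members drawn in Fig. 6F, 32 loci had at least 1 FPKM in either genotype, and 29 of these were lower in A2 SMA MNs (25 relative to the median gene). In the authors' comparison 21 were lower past q 0.05, 1 (Rbpj) was higher and 5 had the status FAIL. Their median log2 ratio was -1.24, lower than in each of the 10000 random lists, and -0.94 relative to the median gene. Lfng had a log2 ratio of -4.35, Dtx4 of -3.89, Hey1 of -3.26, Mfng of -2.95 and Hes1 of -1.02. Rbpj, which encodes the DNA-binding partner of the Notch intracellular domain, had a log2 ratio of 0.61. Dtx1 (log2 ratio 0.12, status FAIL) and Notch4 (0.23, with q = 0.659 in the authors' deposited table) were the others above 0. The pathway was singled out by the authors from the downregulated transcripts of the same samples, so its place among random lists is not independent evidence.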

In addition to identify biological functions and canonical pathways altered as a result of SMN deficiency in MNs, IPA can also integrate these functions and pathways to identify functionally interacting gene networks, or interactomes. We analyzed our lists of transcripts upregulated or downregulated in A2 SMA MNs for overrepresented interactomes. IPA network scores greater than or equal to 15 were considered significant [54]. Using these criteria, there were 2 significant interactomes identified from analysis of the upregulated transcripts and 13 from analysis of the downregulated transcripts. 

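Tcl1 rose from 3.73 FPKM in Hb9 control MNs to 30.7 FPKM in A2 SMA MNs, a log2 ratio of 3.04. The log2 ratio of Gdf3 was 2.85 and that of Sox15 was 2.00. For each of these genes q was under 0.05 in the authors' comparison.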

The top upregulated interactome (score of 59; **Figure 7A**) contained many gene products involved in ESC pluripotency and cellular development, growth and proliferation. 

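All 30 genes drawn in Fig. 7B were lower in A2 SMA MNs past q 0.05 in the authors' comparison, with log2 ratios from -7.55 for Hes5 to -2.18 for Bcl7a. Their median was -4.01, and no random list reached a median as low. The genes of the network were chosen from the downregulated transcripts of the same samples, which fixes their direction. Nefm fell from 359 to 15.2 FPKM, a log2 ratio of -4.56. Lrrn1 had a log2 ratio of -5.26, Th of -4.85 and Hes6 of -2.21.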

Gene products with roles in nervous system development and function were present in the top scoring interactome of the downregulated transcripts (score of 60; **Figure 7B**). 

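Lists that do not draw on the paper's networks were used to look at the same functions. Of 28 pluripotency genes that are in neither Fig. 6E nor Fig. 7A, the 27 with at least 1 FPKM in either genotype were all higher in A2 SMA MNs. The list was written as naive pluripotency, but it is not specific to the naive state. It also holds Fgf5 (log2 ratio 1.91) and Otx2 (0.44, status FAIL), named after their values were seen. Over the 27 genes the median log2 ratio was 1.91, above that of each of the 10000 random lists. Cuffdiff tested 14 of them, each past q 0.05, and gave 13 the status FAIL. The most abundant were Slc2a3, at 996 FPKM in Hb9 control MNs and 1949 FPKM in A2 SMA MNs, and Trim28, at 1009 and 1897 FPKM. Of 38 cell cycle genes, 31 were higher in A2 SMA MNs (36 relative to the median gene). In the authors' comparison 14 were higher and 5 lower past q 0.05, and 15 had the status FAIL. Of the most abundant, the locus of Top2a and a small nucleolar RNA gene had a log2 ratio of -0.20, with q = 4.87e-06 in the authors' deposited table, which became 0.093 relative to the median gene. Cdk1 and Mcm3 had log2 ratios of 0.65 and 1.05. The cell cycle list had a median log2 ratio of 0.36, again above that of each random list. From the pathways and networks of the transcripts that rose and fell, the paper concludes that pluripotency functions are raised in SMA MNs and that nervous system functions are lowered.

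**Figure D2:**
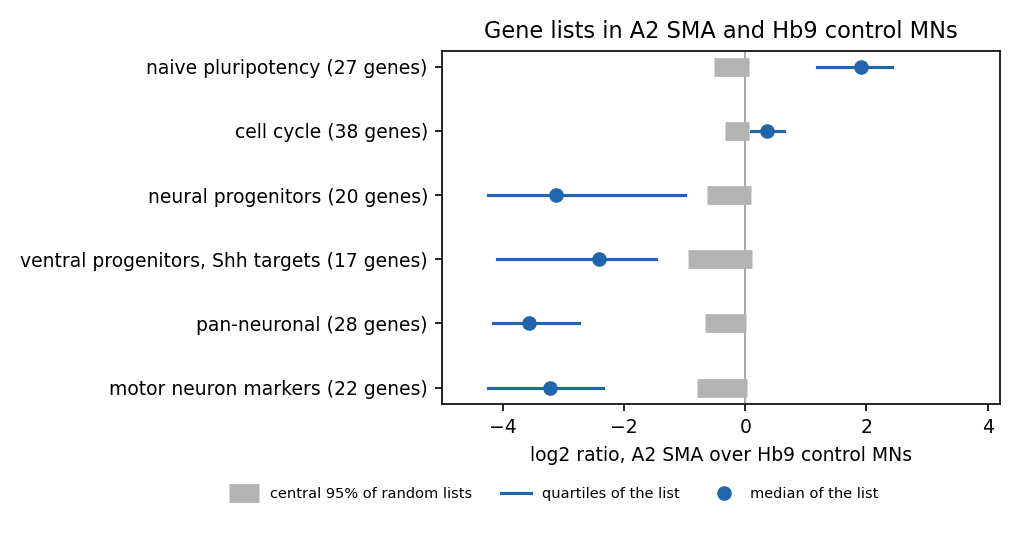
Median log2 ratio of A2 SMA over Hb9 control MNs (points) and quartiles (lines) for 6 independent gene lists, with the central 95% of the medians of 10000 random lists as grey bars. The pluripotency and cell cycle lists lie above their random lists, and the 4 neural lists lie under theirs.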

Taken together, a systems biology-based comparison of A2 SMA and Hb9 control mESC-derived MNs shows that functions, pathways and gene networks involved in pluripotency are upregulated in SMA MNs while those involved in nervous system development and function are downregulated in SMA MNs.

**Figure 7:**
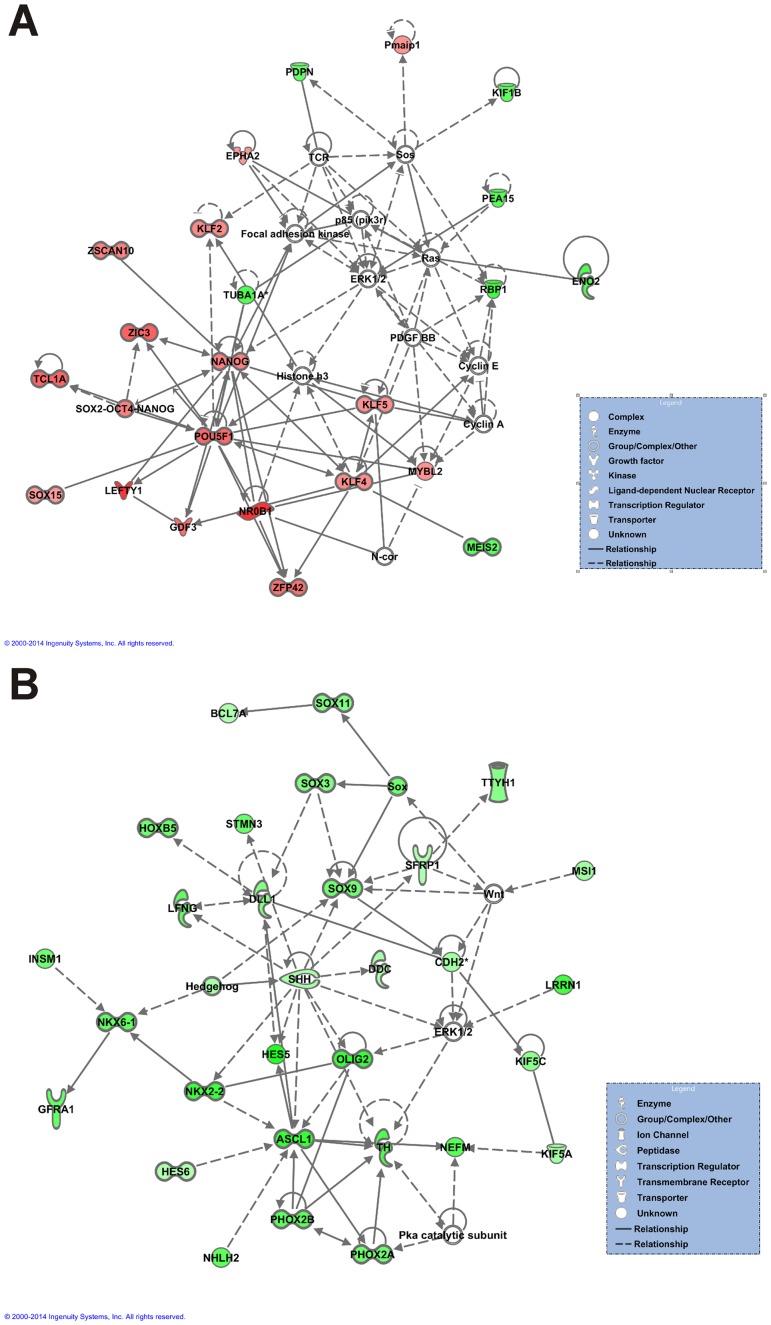
Functionally regulated gene networks in mESC-derived A2 SMA and Hb9 control MNs. The highest scoring interactomes generated by IPA from the (A) upregulated or (**B**) downregulated transcripts in A2 SMA MNs when compared against Hb9 control MNs. Each node represents a gene product in the network. Upregulated gene products are shown in red while the downregulated gene products are shown in green; the intensity of color indicates the degree of regulation. The uncolored nodes represent unregulated gene products which have a relationship with a colored node based on the literature. A line between two nodes represents a biological relationship with the line length indicating the amount of literature-based evidence supporting this relationship. The solid lines represent direct interactions while the dashed lines represent indirect interactions.

### *In Silico* Identification of Upstream Regulators in SMA mESC-derived MNs

Using the Upstream Regulator Analysis (URA) component of IPA, we can identify possible upstream regulatory molecules that may be affecting changes in gene expression [55]. A list of such upstream regulators was compiled by URA using the transcripts which were upregulated or downregulated in A2 SMA mESC-derived MNs. We divided these upstream regulators into 3 groups: transcriptional regulators, signaling components and drugs. As shown in **Figure 8A**, 4 transcriptional regulators were activated in SMA MNs while 13 transcriptional regulators were inhibited in SMA MNs. Of these 17 transcriptional regulators identified, the transcript levels of only three—*Pou5f1* (*Oct-4*), *Nanog* and *Ascl1*—were significant altered in A2 SMA MNs (3.0-fold increase, 2.5-fold increase and 5.6-fold decrease, respectively).

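The 17 regulators correspond to 18 genes, with NF-κB counted as Nfkb1 and Rela, and 17 of these genes are in the table. Pou5f1 rose from 98.3 to 775 FPKM (log2 ratio 2.98, 7.89-fold) and Nanog from 41.4 to 236 FPKM (log2 ratio 2.51, 5.69-fold). In the authors' comparison 10 of the regulator genes were past q 0.05. Among them, Stat4 (log2 ratio 3.06), Hmga1 (0.81), Nfkb1 (0.71) and Ctnnb1 (0.06) were higher, and Neurog2 (-6.47), Neurog3 and Foxc1 (-0.99) were lower. The authors' deposited table gives q = 0.00503 for Ctnnb1 and q = 2.69e-04 for Foxc1. Egr2 was not past the threshold, with a log2 ratio of 1.45 and q = 0.452 in the authors' deposited table. Trp53, Hif1a and Rela have the status FAIL, and Trp53 rose from 65.2 to 170 FPKM. Over the 14 genes with at least 1 FPKM in either genotype the median log2 ratio was 0.11, higher than in 94.5% of the random lists, which is within their central 95%.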

**Figure 8:**
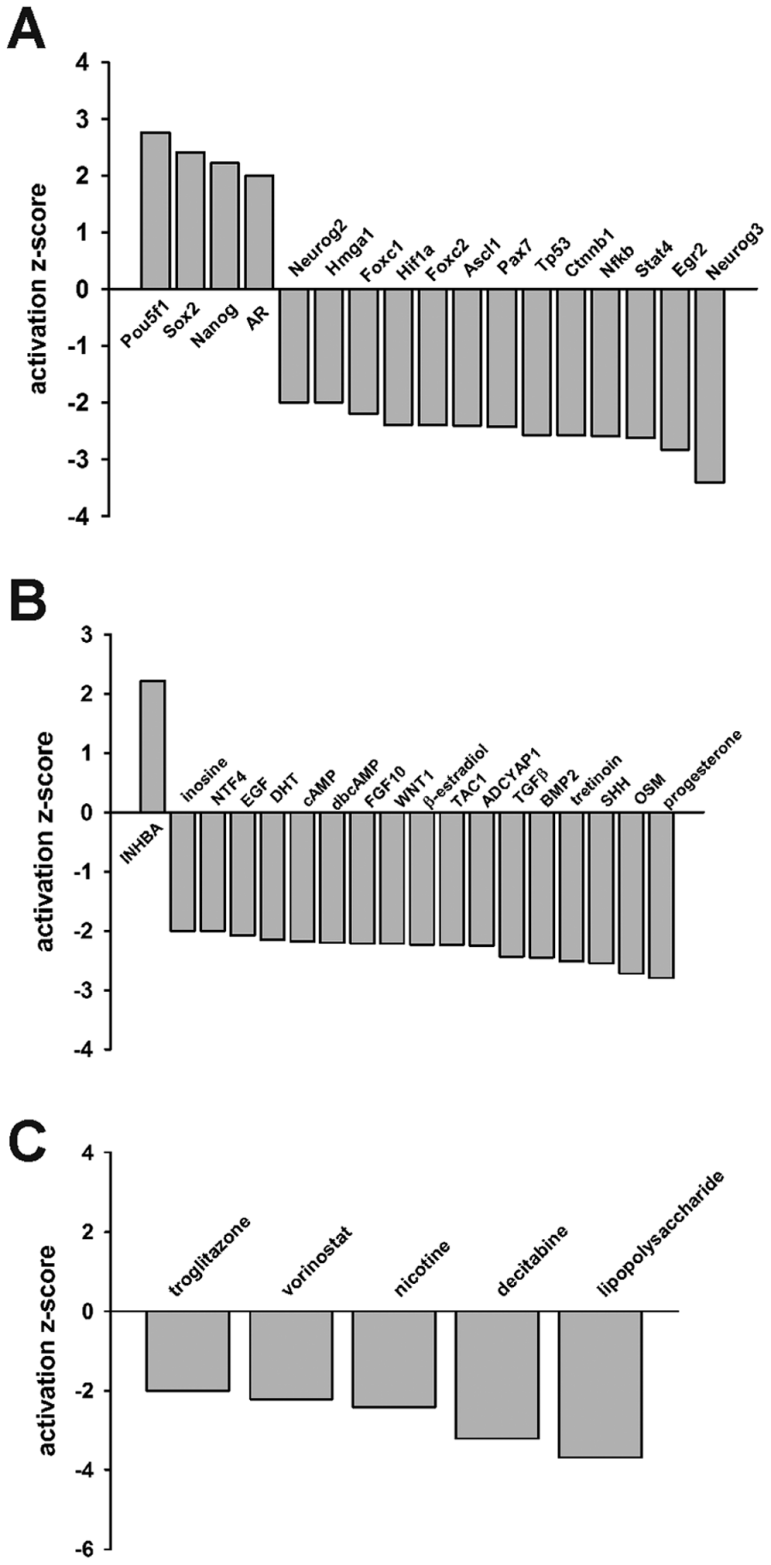
Upstream regulator analysis of differentially expressed transcripts between mESC-derived Hb9 control and A2 SMA MNs. IPA of significantly modified upstream (**A**) transcriptional regulator, (**B**) endogenous signaling and (**C**) drug pathways in upregulated or downregulated transcripts in A2 SMA MNs compared to Hb9 control MNs. Significant upstream regulators were identified as those having an activation z-score greater than or equal to 2.0 for activated regulators or less than or equal to −2.0 for inhibited regulators.

In addition to transcriptional upstream regulators, the intracellular effects of 18 signaling molecules were identified as being significantly modified in A2 SMA MNs (**Figure 8B**). These signaling molecules include growth factors and cytokines like transforming growth factor β (TGFβ) and neurotrophin-4 (NTF-4), intracellular second messengers like cyclic AMP (cAMP) as well as nuclear receptor ligands such as dihydrotesterone (DHT) and tretinoin (RA). The effects of all of these signaling molecules except for inhibin βA (INHBA) were attenuated in A2 SMA MNs. The levels of *Sonic hedgehog* (*Shh*) mRNA were significantly reduced (2.4-fold) in A2 SMA MNs relative to Hb9 control MNs.

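Shh, whose listed locus on chromosome 5 from 28783355 to 29260535 extends beyond the gene, fell from 67.2 FPKM in Hb9 control MNs to 12.6 FPKM in A2 SMA MNs. The log2 ratio was -2.42 (implied standard error 0.11 and q listed as 0 in the authors' deposited table), a 5.34-fold difference. In a list of ventral progenitor genes and targets of Shh signaling, 15 of 17 genes were lower in A2 SMA MNs, and 14 were lower relative to the median gene. Its median log2 ratio equals that of Shh, which is 1 of its members, and lay below the medians of all 10000 random lists.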

URA also predicted that the effects of 5 drugs would be inhibited in A2 SMA MNs as compared to Hb9 control MNs (**Figure 8C**). The drugs identified were troglitazone (a PPARγ agonist), vorinostat (suberoylanilide hydroxamic acid (SAHA), a histone deacetylase inhibitor), nicotine (acetylcholine receptor agonist), decitabine (5′-aza-2′-deoxycytidine, a DNA methyltransferase inhibitor) and the inflammatory mediator lipopolysaccharide (LPS).

### Validation of Differentially Expressed Transcripts Identified by RNA-Seq

As a first step toward the validation of the RNA-Seq data, we needed to reduce the number of differentially expressed transcripts to a more manageable list. The initial list of differentially expressed transcripts (using a p≤0.05 as a criterion) was re-analyzed using more stringent criteria. 

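A p of at most 0.01 and a change of more than 4-fold, read as an absolute log2 ratio above 2, was met by 330 transcripts higher in A2 SMA MNs and 1547 lower ones. Transcripts at 0 FPKM in a genotype have no ratio and were left out. Reading the limit as an absolute log2 ratio above 4 moved the counts most, to 29 higher and 347 lower. Ratios centred on the median gene, with p left unchanged, gave 473 higher and 1242 lower transcripts. This changed the share of higher ones from 17.6% to 27.6%.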

By filtering these data for differentially expressed transcripts with a p-value less than or equal to 0.01 and a greater than 4-fold change, the list of candidate transcripts was reduced to 286 upregulated transcripts and 814 downregulated genes. The filtering of these data was further refined so as to include only those transcripts with a FPKM >30 (**Figure 5B**). 

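Requiring more than 30 FPKM in the genotype with the higher level left 57 transcripts higher in A2 SMA MNs and 283 lower ones. With more than 30 FPKM in both genotypes there were 18 and 25, and with a mean above 30 FPKM there were 37 and 170. The share of higher transcripts was 16.8%, and 27.3% with ratios centred on the median gene.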

With this added refinement, there were 27 transcripts upregulated in A2 SMA MNs and 220 downregulated transcripts.

To validate the results from the analysis of the RNA-Seq data, we measured changes in the levels of selected differentially expressed transcripts between Hb9 and A2 MNs by qRT-PCR. We selected *Smn1* since this gene is knocked out in SMA A2 cells. In addition, six other transcripts were selected based on their strong changes in transcript levels as shown by RNA-Seq: *cellular retinoic acid binding protein 1* (*Crabp1*), *Crabp2*, *Islet-1* (*Isl1*), *NK2 homeobox 2* (*Nkx2.2*), *phospholipase A2, group 1B* (*Pla2g1b*) and *vimentin* (*Vim*). 

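Crabp1 lies on chromosome 9 from 54612555 to 54620918 and had 1134 FPKM in Hb9 control MNs and 88.3 FPKM in A2 SMA MNs, a log2 ratio of -3.68. The log2 ratio was -3.46 for Crabp2, which fell from 231 to 21.0 FPKM. Isl1 fell from 108 to 5.95 FPKM (log2 ratio -4.18), Nkx2.2 from 52.5 to 1.33 FPKM (-5.30) and Vim from 1436 to 178 FPKM (-3.02). Pla2g1b rose from 8.64 to 70.2 FPKM, a log2 ratio of 3.02. All of them were past q 0.05 in the authors' comparison.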

The sample RNAs used for qRT-PCR (n = 3/genotype) were not the same as those used for RNA-Seq so they represent biological replicates as opposed to technical replicates [60]. The differences in transcript levels between Hb9 and A2 MNs determined by qRT-PCR followed the same trends as those determined by RNA-Seq although the magnitudes of change were generally higher in the RNA-Seq data (**Figure 9A**). 

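The reference transcripts of the qRT-PCR were also read from the RNA-Seq samples. Gusb had a log2 ratio of -0.46, with q = 1.18e-04 in the authors' deposited table. Pgk1 had a log2 ratio of -0.10, which became 0.20 relative to the median gene. Rpl13a, whose locus also holds Flt3l and small nucleolar RNA genes, had a log2 ratio of 0.14. Neither Pgk1 nor Rpl13a was past q 0.05 in the authors' comparison. The median of the 3 log2 ratios was higher than in 57.2% of random lists.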

RNA-Seq is more sensitive than qRT-PCR at detecting changes in transcript levels.

**Figure 9:**
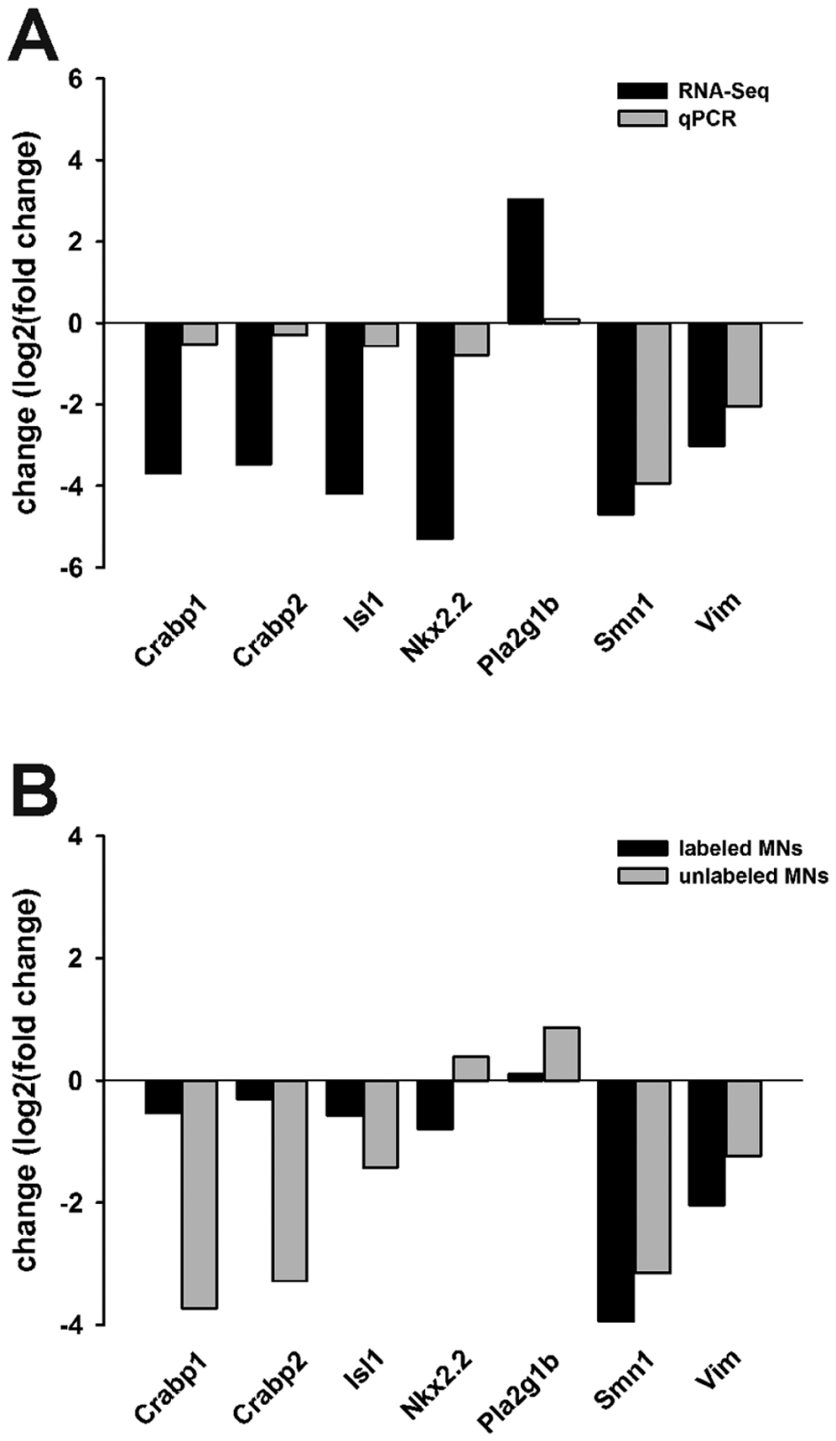
Validation of differentially expressed transcripts determined by RNA-Seq using qRT-PCR. The levels of *Crabp1*, *Crabp2*, *Isl1*, *Nkx2.2*, *Pla2g1b*, *Smn1* and *Vim* transcripts were measured in total RNAs from control and SMA mESC-derived MNs. (**A**) The magnitude of change (log_2_(fold change)) of selected transcripts in A2 SMA MNs relative to Hb9 control MNs (n = 3/genotype) as determined by RNA-Seq (black bars) or qRT-PCR (grey bars). (**B**) The magnitude of change of selected transcripts in HB9:eGFP-labeled (black bars) or unlabeled (grey bars) SMA MNs (A2 and E2 cells, respectively) relative to control MNs (Hb9 and C4 cells, respectively; n = 3/genotype).

We next determined if the changes in RNA levels observed in these SMA mESC-derived MNs were unique to these specific cells. Control and severe SMA mESCs that do not contain the HB9-eGFP reporter transgene—C4 and E2 cells, respectively—[46] were directed to differentiate into MNs. The extracted total RNAs from C4 and E2 MNs were analyzed by qRT-PCR. As shown in **Figure 9B**, with the exception of *Nkx2.2*, the changes in transcript levels between C4 and E2 MNs were similar to those observed between eGFP-labeled Hb9 and A2 MNs. One possible explanation for this discrepancy in changes in *Nkx2.2* levels is that the MNs were not separated from other cell types after differentiation of C4 and E2 mESCs.

Using two-dimensional differential in-gel electrophoresis (2D-DIGE) and mass spectrometry, we previously identified a set of proteins that are differentially expressed between control and severe SMA mESC-derived MNs [46]. We compared this list of differentially expressed proteins with our list of differentially expressed mRNA transcripts. 

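Among the transcripts of the 12 proteins in Table 3, 4 were higher and 8 were lower in A2 SMA MNs, with 2 and 6 past q 0.05 in the authors' comparison and 2 of the status FAIL. Ldhb rose from 33.9 to 71.7 FPKM, a log2 ratio of 1.08. Aldh5a1 fell from 11.7 to 6.05 FPKM, a log2 ratio of -0.95. Tuba1a had a log2 ratio of -2.37, Glo1 of -0.97, Cdkn1a of -0.76, Anxa5 of -0.49 and Hspa9 of 0.81. The median over the 12 transcripts was -0.62, lower than in all but 0.77% of the random lists, but it was within their limits when the lists were not matched on expression or when the status FAIL was left out, an alternative chosen after seeing the data.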

Of the 12 proteins identified, lactate dehydrogenase B (Ldhb) and aldehyde dehydrogenase (Aldh5a1) showed corresponding changes in mRNA levels between control and SMA mESC-derived MNs (**Table 3**). 5 proteins that showed significant difference in protein levels between control and SMA mESC-derived MNs—brain creatine kinase (Ckb), tropomyosin 3 (Tpm3), ubiquitin C-terminal hydroxylase L1 (Uchl1), 14-3-3γ (Ywhag) and heat shock protein 90β (Hsp90b1)—did not exhibit any corresponding changes in mRNA levels. 

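Ckb had 187 FPKM in Hb9 control MNs and 16.2 FPKM in A2 SMA MNs, a log2 ratio of -3.53, and Uchl1 had 197 and 116 FPKM, a log2 ratio of -0.76. Both have the status FAIL, so the comparison lists no change for them and their ratios carry no standard error. Tpm3 had a log2 ratio of 0.16 and Ywhag of 0.13, with q = 0.273 and q = 0.28 in the authors' deposited table. Hsp90b1, whose locus is shared with other genes, had 986 FPKM in Hb9 control MNs and 809 FPKM in A2 SMA MNs. Its log2 ratio was -0.28, with q = 5.03e-07 in the authors' deposited table, and 0.01 relative to the median gene.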

While some genes have similar changes in mRNA and protein expression in SMA MNs relative to control MNs, there are other genes which are differentially expressed at the protein level but not at the mRNA level. These observations suggest that differential gene regulation occurs at many levels—i.e. transcriptional vs. post-transcriptional—between SMA and control MNs.

**Table 3:** Relationship between changes in mRNA levels measured by RNA-Seq and protein levels measured by 2D-DIGE or immunoblot (*) of selected genes in normal versus SMA mESC-derived motor neurons.

Gene Symbol	Protein Name	mRNA Fold Change	Protein Fold Change
***Upregulated proteins***			
*Cdkn1a*	p21	−0.764	+41.3*
*Ldhb*	lactate dehydrogenase B	+1.08	+3.60
*Ckb*	brain creatine kinase	N.S.	+1.80
*Glo1*	glyoxalase 1	−0.970	+1.75
*Tpm3*	tropomyosin 3	N.S.	+1.75
*Anxa5*	annexin A5	−0.487	+1.70
*Uchl1*	ubiquitin C-terminal hydroxylase L1	N.S.	+1.70
*Tuba1a*	α-tubulin	−2.37	+1.50
***Downregulated proteins***			
*Aldh5a1*	aldehyde dehydrogenase	−0.952	−1.70
*Ywhag*	14-3-3γ	N.S.	−1.70
*Hsp90b1*	Heat shock protein 90β	N.S.	−1.80
*Hspa9*	Heat shock protein 70	+0.812	−2.20

The protein expression data is taken from [46].

### Differential Expression of Validated Transcripts in SMA Mice

The levels of *Smn1*, *Crabp1*, *Crabp2*, *Isl1*, *Nkx2.2*, *Pla2g1b* and *Vim* transcripts were examined in total RNA samples from control (*SMN2^+/+^;mSmn^+/+^*) and severe SMA (*SMN2^+/+^;mSmn^−/−^*) mouse spinal cords in order to determine if the changes observed in mESC-derived MNs could also be observed *in vivo*. Mouse embryos of similar genotypes were used to generate the mESCs used in this study. Spinal cord total RNAs (n = 3/genotype) were extracted from PND03 mice; severe SMA mice at this time point begin to show signs of motor dysfunction [34]. Similar to SMA mESC-derived MNs in culture, *Smn1*, *Crabp1*, *Crabp2* and *Nkx2.2* transcript levels were reduced while *Pla2g1b* levels were increased in SMA spinal cords (**Figure 10A**). Surprisingly, *Isl1* and *Vim* mRNA levels were elevated in SMA spinal cords at PND03 even though these transcripts were reduced in SMA MNs. The samples isolated from SMA mouse spinal cords contain RNAs from many different types of neurons aside from MNs as well as other cell types such as astrocytes and oligodendrocytes. This sample heterogeneity could explain the discrepancies observed between mESC-derived SMA MNs and SMA spinal cords.

**Figure 10:**
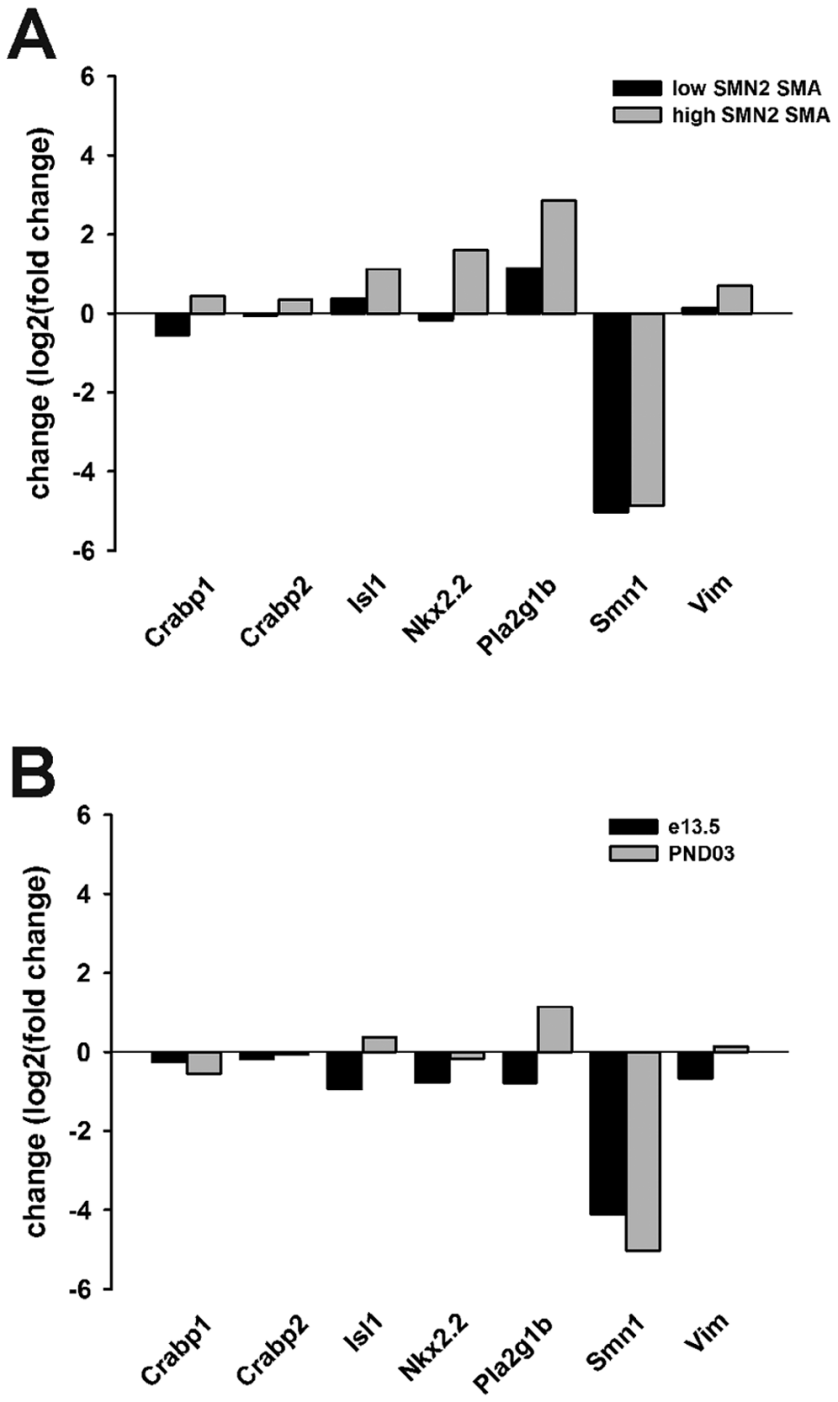
Expression of RNA-Seq-identified differentially expressed transcripts in SMA mouse spinal cords. The levels of *Crabp1*, *Crabp2*, *Isl1*, *Nkx2.2*, *Pla2g1b*, *Smn1* and *Vim* transcripts were measured in spinal cord total RNAs from control and SMA mice. (**A**) The magnitude of change (log_2_(fold change)) of selected transcripts in low copy *SMN2* SMA (*SMN2(89)^+/+^;mSmn^−/−^*; black bars) or high copy *SMN2* rescue (*SMN2(566)^+/+^;mSmn^−/−^*; grey bars) mouse spinal cord samples (n = 3/genotype) relative to control samples. (**B**) The magnitude of change of selected transcripts in low copy SMN2 SMA mouse spinal cord samples relative to controls at embryonic day 13.5 (e13.5; black bars) and postnatal day 3 (PND03; grey bars).

Increasing *SMN2* copy numbers can improve the phenotype and survival of severe SMA mice [34], [36]. In fact, *SMN2* transgenic SMA mice with 8 (*SMN2(566)^+/−^;mSmn^−/−^*) or 16 copies (*SMN2(566)^+/+^;mSmn^−/−^*) of the transgene display no motor phenotype [34]; in other words, the SMA phenotype is rescued. When comparing relative changes in *Smn1*, *Crabp1*, *Crabp2*, *Isl1*, *Nkx2.2*, *Pla2g1b* and *Vim* transcript levels in low-copy *SMN2* SMA mice with those observed in high-copy *SMN2* rescue mice at PND03, the relative changes in each of these transcripts—except for *Smn1*—were increased in high-copy rescue mice as opposed to relative changes in low-copy *SMN2* SMA mice (**Figure 10A**). *Smn1* mRNA levels were still reduced in high-copy *SMN2* rescue mice since these mice are still nullizygous for *mSmn*.

We also wanted to determine if the changes observed in severe SMA mouse spinal cords are regulated developmentally. The levels of *Smn1*, *Crabp1*, *Crabp2*, *Isl1*, *Nkx2.2*, *Pla2g1b* and *Vim* transcripts were measured in severe SMA mice at embryonic day 13.5 (e13.5) relative to age-matched control littermates. There are no overt changes in physical characteristics or in motor neuron growth in SMA mice at this developmental age [45]. *Smn1* mRNA levels were marked reduced in the embryonic SMA mouse spinal cord as they were at PND03 (**Figure 10B**). Some transcripts, like *Isl1*, *Pla2g1b* and *Vim*, showed reduced mRNA levels at e13.5 even though the levels of these transcripts were increased at PND03. The reductions in *Crabp2* and *Nkx2.2* transcripts were more pronounced at e13.5 than at PND03. These results suggest that the changes in RNA expression of some transcripts may be developmentally regulated in SMA.

## Discussion

In this study, we compared the RNA expression profiles (transcriptomes) between SMA and normal MNs in order to identify the molecular consequences of SMN deficiency in these cells. This study is the first to examine the transcriptome profiles of isolated MNs derived from severe SMA and normal mESCs. Differential gene expression studies using cDNA microarrays have also been previously completed using primary MN cultures from *mSmn^+/−^* mice—a supposed model for mild SMA [61]—and whole spinal cords from the SMA mouse models [40]–[42]. As mentioned earlier, analysis of transcriptome profiling using RNA-Seq is advantageous because of the high signal-to-noise ratio, independence from hybridization efficiency between probes and targets and identification of novel RNA transcripts. In addition to mouse models for SMA, differential transcriptome expression analyses have been completed on other animal models of Smn deficiency [62], [63]. Recently, Zhang et al. [64] used RNA-Seq to identify differentially expressed mRNAs in PND01 SMNΔ7 SMA mouse MNs isolated by laser capture microdissection (LCM). Our study examines the transcriptome in purified, cultured MNs derived from control and severe SMA mESCs. Using this model, we can examine changes in RNA expression in a nearly homogeneous population of cells which is not possible with LCM.An advantage of using MNs derived from mESCs to compare the transcript profiles of SMA MNs to normal MNs is that large numbers of cells can be directed to differentiate into MNs. This scalability can overcome two obstacles of using primary MN cultures from SMA mouse spinal cords, low yield of MNs from SMA mouse embryos and the fragility of these affected MNs. Numerous studies in mice and zebrafish have shown that SMA MNs are affected in a cell autonomous manner [26], [65]–[67] which would suggest that examining the transcriptome profiles of isolated SMA MNs could provide relevant information on the pathobiology of this disease. In isolated mESC-derived SMA MNs, the transcriptomes will not show the effects of target (i.e. skeletal muscle) innervation and trophic signaling from skeletal muscle, sensory neurons or glia. Future experiments will compare the transcriptomes of mESC-derived SMA MNs grown in isolation with those grown in the presence of myotubes and/or glial cells so as to determine those gene regulatory events which are intrinsic to SMA MNs (i.e. those grown in isolation) and those which are dependent on environmental cues (i.e. those grown in the presence of target or support cells).

MNs are the primary cells affected by reduced SMN expression in SMA. Ectopic overexpression of SMN in the neurons of severe SMA mice rescues the primary disease phenotype in these mice while transgenic overexpression of SMN in mature skeletal muscle does not improve the SMA phenotype [68]. Conditional expression of SMN in the developing MNs of SMA mice—using either the Hb9 or Olig2 promoters as drivers—significantly ameliorates the SMA phenotype [65]–[67]. Martinez *et al.* [66] also show that conditional expression of SMN in SMA skeletal muscle may help grow and maintain muscle independent of MNs. Increasing SMN expression outside of the nervous system with either splice-switching oligonucleotides [69] or adeno-associated virus (AAV) vectors [70], [71] markedly improves the phenotype and survival of SMA mice. These studies suggest that comparative analysis of SMA MN transcriptomes from these models may provide limited insight into the pathobiology of SMA; however, it is appropriate to examine the transcript profiles of isolated SMA MNs since they are affected in a cell autonomous fashion [26], [65]–[67].

The copy number of *SMN2* modifies the severity of the SMA in humans [13]–[20]. *SMN2* also acts as a phenotypic modifier in transgenic mouse models for SMA [34]–[36]. Increasing SMN expression in MNs *in vivo* by pharmacological induction of *SMN2* expression [72]–[74] or SMN gene replacement therapies [70], [71], [75]–[77] improves the phenotype and survival of SMA mice. The levels of certain mRNA transcripts such as *Crabp1*, *Crabp2* and *Nkx2.2* were elevated in high copy *SMN2* rescue mice even though the levels of these transcripts were reduced in low copy *SMN2* severe SMA mice (**Figure 10A**). Increasing SMN2 expression rescues molecular phenotype of Smn-deficient MNs *in vivo*.

Many of the biological pathways and networks that were overrepresented in those transcripts upregulated in A2 SMA MNs involved ESC pluripotency (**Figures 6A and 6C**). 

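The locus listed for Sox2 spans 578182 bp on chromosome 3, from 34003360 to 34581541, and so extends beyond the gene. Sox2 was at 179 FPKM in Hb9 control MNs and 197 FPKM in A2 SMA MNs. This is a log2 ratio of 0.14, with an implied standard error of 0.098 and q = 0.221 in the authors' deposited table. Relative to the median gene it was 0.44, more than 1.96 implied standard errors above 0. Pou5f1 lies on chromosome 17 from 35642982 to 35647721 and Nanog on chromosome 6 from 122657507 to 122664651.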

The transcription factors Nanog, Pou5f1 (Oct4), and Sox2 are considered to be hallmarks of ESC pluripotency [78]. mRNA transcripts for all three of these factors were upregulated in SMA mESC-derived MNs (**Figure 6E**). UPA of the differentially expressed transcripts revealed that these three pluripotency transcription factors were activated in A2 SMA mESC-derived MNs (**Figure 8A**). Several gene products work with these three transcription factors to regulate pluripotency in ESCs. Klf2 regulates the expression of *Sox2* [79]. 

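Klf2 rose from 21.6 FPKM in Hb9 control MNs to 109 FPKM in A2 SMA MNs, with a log2 ratio of 2.33.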

*Klf2* transcript levels were increased in SMA mESC-derived MNs by 2.3-fold (**Table S1**). *Zic3*—whose transcript levels were increased 3.1-fold in SMA mESC-derived MNs—is directly regulated by all three transcription factors [80]. Zscan10 (also known as Zfp206), whose mRNA levels are elevated by 2.5-fold in SMA mESC-derived MNs (**Table S1**), helps maintain pluripotency by jointly functioning with Sox2 and Oct4 [81]. 

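For Zscan10 the FPKM values were 8.67 in Hb9 control MNs and 49.7 in A2 SMA MNs, with a log2 ratio of 2.52.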

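Dppa5 is listed as Dppa5a, with 23.3 FPKM in Hb9 control MNs and 52.2 FPKM in A2 SMA MNs. This is a log2 ratio of 1.16, with q = 9.6e-12 in the authors' deposited table.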

In SMA mESC-derived MNs, the pluripotency marker *Dppa5* (also known as *ESG-1* [82]) transcript levels were increased by 1.2 fold (**Table S1**). The levels of *Dppa5* mRNA are significantly upregulated—as shown with microarray analysis—in the pre-symptomatic severe SMA mouse spinal cord [42]. Two genes that are also implicated in the maintenance of pluripotency—*Mybl2* and *Zfp42* (*Rex1*) [83], [84]—were upregulated by 2.2- and 2.8-fold, respectively, in SMA mESC-derived MNs (**Table S1**).

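Mybl2 rose from 58.3 to 262 FPKM, a log2 ratio of 2.16, and Zfp42 from 11.5 to 79.9 FPKM, a log2 ratio of 2.80.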

Neuronal development and activity functions are impaired in A2 SMA mESC-derived MNs given that these biological pathways and networks were overrepresented in the downregulated RNA transcripts (**Figures 6B and 6D**). Vimentin (Vim) is an intermediate filament protein that is transiently expressed by all neuronal precursors. It may have a role in neurite outgrowth in developing hippocampal neurons [85]. Nkx2.2 is homeobox transcription factor which is activated downstream of Shh; it has a primary role in ventral neuronal patterning and in generating interneurons [86]. Islet1 (Isl1) and Olig2 are transcription factors expressed during and are necessary for MN development [37]. *Vim*, *Nkx2.2* and *Isl1* mRNA levels were markedly reduced in mESC-derived SMA MNs (**Figure 9**) and in e13.5 SMA mouse spinal cords (**Figure 10**); *Olig2* mRNA levels were reduced by 5.5-fold in A2 SMA mESC-derived MNs (**Table S1**). 

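Olig2 had 32.1 FPKM in Hb9 control MNs and 0.704 FPKM in A2 SMA MNs. Its log2 ratio of -5.51 is a 45.6-fold difference on the linear scale.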

Using microarray analysis, the expression of *neurexin2a* (*nrxn2a*) is downregulated in zebrafish embryos with reduced *smn* expression [63]. *Nrxn2a* transcript levels are also reduced in the spinal cord of severe SMA mice [63]. Nrxn2 deficiency has been implicated in altered neuronal excitability. We found that *Nrxn2a* mRNA levels were reduced by 2.9-fold in SMA mESC-derived MNs (**Table S1**).

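The gene-level values do not separate the transcripts of Nrxn2. Together they fell from 73.3 to 9.85 FPKM, a log2 ratio of -2.89.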

The Notch pathway, via cell-cell interactions, stimulates neural precursors cells to differentiate into neurons and glial cells [87]. Notch pathway signaling was the top canonical pathway overrepresented in the list of transcripts downregulated in A2 SMA mESC-derived MNs (**Figure 6D**). 

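Notch1 fell from 139 to 24.3 FPKM, a log2 ratio of -2.52. Cuffdiff gave Notch2 (log2 ratio -0.92) and Notch3 (-1.02) the status FAIL. Of the ligands, Dll1 fell from 91.2 to 8.65 FPKM, a log2 ratio of -3.40, and Dll4 and Jag1 had log2 ratios of -4.42 and -2.96, each past q 0.05 in the authors' comparison. Dll3 (-4.19) and Jag2 (-0.61, in a locus shared with Nudt14) have the status FAIL.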

Many of the components of this pathway including Notch as well as its extracellular ligands Jagged and Delta were reduced in A2 SMA mESC-derived MNs (**Figure 6F**). 

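Neurog3 was at 10.5 FPKM in Hb9 control MNs and 4.12 FPKM in A2 SMA MNs. Its log2 ratio was -1.35, with q = 2.15e-08 in the authors' deposited table.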

*Neurogenin-3* (*Neurog3*) mRNA levels were reduced by 1.3-fold in SMA mESC-derived MNs (**Table S1**) and Neurog3 was identified as one of the inhibited transcription factor activities in the UPA (**Figure 8A**). These results are surprising given that Notch protein immunolocalization is increased on the ventral horn motor neurons of SMNΔ7 SMA mice at PND11 [88]. Jagged1 and Delta1 protein immunolocalization is also increased on adjoining astrocytes in these mice. The differences between our observations and those of Carabello-Miralles *et al.* [88] could be the result of different SMA models being used (low copy SMN2 severe SMA vs. SMNΔ7 SMA) or types of gene regulation being examined (transcription vs. translation). Cell-cell interactions between neurons and glia that regulate the expression of Notch signaling ligands and receptors may not be apparent in our model system (purified MNs in culture); however, both studies document reduced Neurog3 expression and activity in SMA MNs ([88] and *this work*).

RA is known for driving cellular differentiation and has a neuralizing effect during neuronal development. UPA of the differentially expressed transcripts in A2 SMA mESC-derived MNs showed that all trans-RA (tretinoin) signaling was inhibited in SMA MNs (**Figure 8B**). 

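In a list of 19 genes of RA signaling and response with at least 1 FPKM in either genotype, 16 were lower in A2 SMA MNs (15 relative to the median gene), 15 of them past q 0.05 in the authors' comparison, and none was higher past it. Stra8, among the most abundant, rose from 219 to 381 FPKM (log2 ratio 0.80) but has the status FAIL and was not tested. Over these genes the median log2 ratio was -1.69, and no random list had a median as low.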

Transcripts whose protein products are involved in RA signaling and metabolism were downregulated in A2 SMA mESC-derived MNs. Cellular retinol-binding protein (Rbp1) and the cellular RA binding proteins Crabp1 and Crabp2 are expressed in early mouse embryos and may play a role in the development of the CNS [89], [90]. The expression of the pluripotency-related protein Zfp42 (Rex1)—whose mRNA was upregulated in A2 SMA mESC-derived MNs, as mentioned earlier—is repressed by RA in F9 teratocarcinoma cells [91]. *Rbp1*, *Crabp1* and *Crabp2* mRNA levels were reduced in SMA mESC-derived MNs (**Figure 9** and **Table S1**) as well as in severe SMA spinal cords (**Figure 10**). Microarray analysis of PND05 (late-symptomatic) severe SMA spinal cord mRNAs also identify impairments in RA signaling and metabolism [42]. RA regulates many phases during MN differentiation [92]. RA has been implicated in its ability to induce neurogenesis by blocking fibroblast growth factor (FGF) signaling [93]. Furthermore, RA and FGF signaling are sufficient to induce MN differentiation independent of Shh signaling [94].

The upregulation of pluripotency-related transcripts and the downregulation of transcripts related to neuronal development and activity identified in this study suggest that SMA mESCs may not be differentiating into MNs as efficiently as normal mESCs. The difference between the number of MNs differentiated from A2 SMA and Hb9 control mESCs was not significant (**Figure 3**). This observation was based on eGFP expression that was driven by the MN promoter HB9. HB9 is a late-stage MN marker [37]. 

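A list of MN marker genes had 22 genes with at least 1 FPKM in either genotype, of which 20 were lower in A2 SMA MNs. Its median log2 ratio was -3.22, under that of each of the 10000 random lists. In the authors' comparison 19 of the genes were lower past q 0.05 and 1 was higher. Besides Isl1, its most abundant genes were Slit2, with 125 FPKM in Hb9 control MNs and 23.1 FPKM in A2 SMA MNs, and Ebf1, with 81.6 and 5.70 FPKM.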

Consistent with the FACS analysis, *Hb9* mRNA expression was not significantly altered in SMA mESC-derived MNs even though the mRNA levels for early-stage MN markers like *Isl1* and *Olig2* were reduced in A2 SMA mESC-derived MNs. The levels of proteins found in MNs—like choline acetyltransferase (ChAT), HB9 and neurofilament—are not altered by SMN deficiency [46]. Taken together, our observations suggest that SMA MNs can initially develop normally but they do exhibit changes in transcripts related to pluripotency and neural development. These transcripts may have novel functions in MNs aside from development.

Microarray analysis of differential gene expression between control and severe SMA spinal cord transcript pools suggest that SMA is a neurodegenerative disease instead of a neurodevelopmental disorder [42]. We did not observe an overrepresentation of apoptosis and cell death transcripts in the pathway and network analyses of our differentially expressed transcriptome data. 

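In a list of 24 targets of p53 and genes of apoptosis, 11 were higher and 13 lower in A2 SMA MNs, while 16 were higher relative to the median gene. In the authors' comparison 9 were higher and 7 lower past q 0.05, and 6 had the status FAIL. The median log2 ratio was -0.03, higher than in 91.3% of the random lists, which is within their central 95%. It was 0.26 relative to the median gene. Leaving out the genes of the status FAIL, an alternative chosen after seeing the data, gave 0.22, above 99.5% of the random lists. The most abundant were Bax, Ccng1 and Mdm2, with log2 ratios of 0.61, -0.59 and 0.24.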

There is no noticeable cell death in the ventral horn of the spinal cord of severe SMA mouse embryos even though cell death can be detected in the telencephalon [95]. When A2 SMA mESC-derived MNs were plated onto coverslips, we did observe a time-dependent loss of cell viability and reduced neurite outgrowth (**Figure 4**). Similar reduced neurite outgrowth and cell death are observed in MNs differentiated from induced pluripotent stem cell (iPSC) lines derived from human SMA fibroblasts [96]–[99]. Primary MNs cultured from severe SMA mouse embryos exhibit reduced neurite lengths [30]. Knockdown of *Smn* in zebrafish embryos with morpholino antisense oligonucleotides results in defects in motor axons suggesting early developmental defects [26]. We found that many of the biological pathways downregulated in A2 SMA mESC-derived MNs involved axonal guidance (**Figure 6D**). No developmental defects in motor axon formation occur in severe SMA mice [26], [95]. In both mouse and fruit fly models for SMA, the maturation and maintenance of neuromuscular junctions is defective and this defect may be the result of denervation injury and/or neurodevelopmental delay [45], [100]–[103]. Comparison of presymptomatic control and SMNΔ7 SMA MNs using RNA-Seq reveal deficits in transcripts related to synaptogenesis including agrin (*Agrn*) [64]. 

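Agrn had 198 FPKM in Hb9 control MNs and 110 FPKM in A2 SMA MNs. The log2 ratio was -0.85, with an implied standard error of 0.018 in the authors' deposited table, which is a 1.80-fold difference on the linear scale.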

In our isolated mESC-derived SMA MNs, we also observed a significant (0.85-fold) decrease in Agrn mRNA levels (**Table S1**). Our transcriptome analysis suggests that there may be neurodevelopmental delays in SMA MNs; however, SMA MNs develop normally initially and form connections with target muscles but these connections then atrophy for unknown reasons (reviewed in [21]). Upregulation of pluripotency and cell proliferation transcripts as well downregulation of neuronal development-related transcripts in SMA MNs may be a consequence of denervation and axonal degeneration.

In conclusion, we have identified distinct gene expression patterns in SMA MNs when compared to normal MNs. Pathways upregulated in SMA mESC-derived MNs were involved in pluripotency and cell proliferation whereas common pathways found in the downregulated genes have shown decreases in neuronal markers commonly found in mature and developing neurons. It remains to be determined whether these neuronal marker deficits are a contributing cause or a consequence of the disease. The mechanisms underlying these changes in the transcriptome of SMA MNs will need to be examined in more detail for future studies. Comparison of SMA MN transcriptomes against normal MN RNA transcript profiles will also lead to the identification of novel targets for the development of therapeutics for SMA.

## Supporting Information

Table S1 **List of all of the annotated RNA transcripts that are differentially expressed in A2 SMA mESC-derived MNs relative to Hb9 control mESC-derived MNs.**
(XLS) Click here for additional data file.

## References

[1] CrawfordTO, PardoCA (1996) The neurobiology of childhood spinal muscular atrophy. Neurobiol Dis 3: 97–110.917391710.1006/nbdi.1996.0010

[2] CuscóI, BarcelóMJ, SolerC, ParraJ, BaigetM, et al (2002) Prenatal diagnosis for risk of spinal muscular atrophy. Br J Obstet Gynaecol 109: 1244–1249.12452462

[3] PearnJ (1978) Incidence, prevalence and gene frequency studies of chronic childhood spinal muscular atrophy. J Med Genet 15: 409–413.74521110.1136/jmg.15.6.409PMC1013753

[4] Ben-ShacharS, Orr-UrtregerA, BardugoE, ShomratR, YaronY (2011) Large-scale population screening for spinal muscular atrophy: clinical implications. Genet Med 13: 110–114.2123371910.1097/GIM.0b013e3182017c05

[5] SugarmanEA, NaganN, ZhuH, AkmaevVR, ZhouZ, et al (2012) Pan-ethnic carrier screening and prenatal diagnosis for spinal muscular atrophy: clinical laboratory analysis of >72400 specimens. Eur J Hum Genet 20: 27–32.2181130710.1038/ejhg.2011.134PMC3234503

[6] SuYN, HungCC, LinSY, ChenFY, ChernJPS, et al (2011) Carrier screening for spinal muscular atrophy (SMA) in 107,611 pregnant women during the period 2005–2009: a prospective population-based cohort study. PLoS ONE 6: e17067.2136487610.1371/journal.pone.0017067PMC3045421

[7] LyahyaiJ, SbitiA, BarkatA, RatbiI, SefianiA (2012) Spinal muscular atrophy carrier frequency and estimated prevalence of the disease in Moroccan newborns. Genet Test Mol Biomarkers 16: 215–218.2195072410.1089/gtmb.2011.0149

[8] LefebvreS, BürglenL, ReboulletS, ClermontO, BurletP, et al (1995) Identification and characterization of a spinal muscular atrophy-determining gene. Cell 80: 155–165.781301210.1016/0092-8674(95)90460-3

[9] LorsonCL, HahnenE, AndrophyEJ, WirthB (1999) A single nucleotide in the *SMN* gene regulates splicing an is responsible for spinal muscular atrophy. Proc Natl Acad Sci U S A 96: 6307–6311.1033958310.1073/pnas.96.11.6307PMC26877

[10] MonaniUR, LorsonCL, ParsonsDW, PriorTW, AndrophyEJ, et al (1999) A single nucleotide difference that alters splicing patterns distinguishes the SMA gene *SMN1* from the copy gene *SMN2* . Hum Mol Genet 8: 1177–1183.1036986210.1093/hmg/8.7.1177

[11] LorsonCL, AndrophyEJ (2000) An exonic enhancer is required for inclusion of an essential exon in the SMA-determining gene SMN. Hum Mol Genet 9: 259–265.1060783610.1093/hmg/9.2.259

[12] ChoS, DreyfussG (2010) A degron created by SMN2 exon 7 skipping is a principal contributor to spinal muscular atrophy severity. Genes Dev 24: 438–442.2019443710.1101/gad.1884910PMC2827839

[13] CoovertDD, LeTT, McAndrewPE, StrasswimmerJ, CrawfordTO, et al (1997) The survival motor neuron protein in spinal muscular atrophy. Hum Mol Genet 6: 1205–1214.925926510.1093/hmg/6.8.1205

[14] LefebvreS, BurletP, LiuQ, BertrandyS, ClermontO, et al (1997) Correlation between severity and SMN protein level in spinal muscular atrophy. Nat Genet 16: 265–269.920779210.1038/ng0797-265

[15] McAndrewPE, ParsonsDW, SimardLR, RochetteC, RayPN, et al (1997) Identification of proximal spinal muscular atrophy carriers and patients by analysis of SMN^T^ and SMN^C^ gene copy number. Am J Hum Genet 60: 1411–1422.919956210.1086/515465PMC1716150

[16] PriorTW, SwobodaKJ, ScottHD, HejmanowskiAQ (2005) Homozygous *SMN1* deletions in unaffected family members and modification of the phenotype by *SMN2* . Am J Med Genet 130A: 307–310.10.1002/ajmg.a.30251PMC434951915378550

[17] WirthB, BrichtaL, SchrankB, LochmüllerH, BlickS, et al (2006) Mildly affected patients with spinal muscular atrophy are partially protected by an increased *SMN2* copy number. Hum Genet 119: 422–428.1650874810.1007/s00439-006-0156-7

[18] SwobodaKJ, PriorTW, ScottCB, McNaughtTP, WrideMC, et al (2005) Natural history of denervation in SMA: relation to age, *SMN2* copy number and function. Ann Neurol 57: 704–712.1585239710.1002/ana.20473PMC4334582

[19] ElsheikhB, PriorT, ZhangX, MillerR, KolbSJ, et al (An analysis of disease severity based on *SMN2* copy number in adults with spinal muscular atrophy. Muscle Nerve 40: 652–656.1976079010.1002/mus.21350

[20] TizianoFD, BertiniE, MessinaS, AngelozziC, PaneM, et al (2007) The Hammersmith functional score correlates with the SMN2 copy number: a multicentric study. Neuromuscul Disord 17: 400–403.1743367710.1016/j.nmd.2007.02.006

[21] BurghesAHM, BeattieCE (2009) Spinal muscular atrophy: why do low levels of survival motor neuron protein make motor neurons sick? Nat Rev Neurosci 10: 597–609.1958489310.1038/nrn2670PMC2853768

[22] GabanellaF, CarissimiC, UsielloA, PellizzoniL (2005) The activity of the spinal muscular atrophy protein is regulated during development and cellular differentiation. Hum Mol Genet 14: 3629–3642.1623675810.1093/hmg/ddi390

[23] WinklerC, EggertC, GradlD, MeisterG, GiegerichM, et al (2005) Reduced U snRNP assembly causes motor axon degeneration in an animal model for spinal muscular atrophy. Genes Dev 19: 2320–2330.1620418410.1101/gad.342005PMC1240041

[24] WanL, BattleDJ, YongJ, GubitzAK, KolbSJ, et al (2005) The survival of motor neurons protein determines the capacity for snRNP assembly: biochemical deficiency in spinal muscular atrophy. Mol Cell Biol 25: 5543–5551.1596481010.1128/MCB.25.13.5543-5551.2005PMC1156985

[25] PagliardiniS, GiavizziA, SetolaV, LizierC, Di LucaM, et al (2000) Subcellular localization and axonal transport of the survival motor neuron (SMN) protein in developing rat spinal cord. Hum Mol Genet 9: 47–56.1058757710.1093/hmg/9.1.47

[26] McWhorterML, MonaniUR, BurghesAHM, BeattieCE (2003) Knockdown of the survival motor neuron (Smn) protein in zebrafish causes defects in motor axon outgrowth and pathfinding. J Cell Biol 162: 919–931.1295294210.1083/jcb.200303168PMC1761110

[27] CarrelTL, McWhorterML, WorkmanE, ZhangH, WolstencroftEC, et al (2006) Survival motor neuron function in motor axons is independent of functions required for small nuclear ribonucleoprotein biogenesis. J Neurosci 26: 11014–11022.1706544310.1523/JNEUROSCI.1637-06.2006PMC6674655

[28] ZhangH, XingL, RossollW, WichterleH, SingerRH, et al (2006) Multiprotein complexes of the survival of motor neuron protein SMN with gemins traffic to neuronal processes and growth cones of motor neurons. J Neurosci 26: 8622–8632.1691468810.1523/JNEUROSCI.3967-05.2006PMC4956918

[29] MourelatosZ, AbelL, YongJ, KataokaN, DreyfussG (2001) SMN interacts with a novel family of hnRNP and spliceosomal proteins. EMBO J 20: 5443–5452.1157447610.1093/emboj/20.19.5443PMC125643

[30] RossollW, JablonkaS, AndreassiC, KröningAK, KarleK, et al (2003) Smn, the spinal muscular atrophy-determining gene product, modulates axon growth and localization of β-actin mRNA in growth cones of motoneurons. J Cell Biol 163: 801–812.1462386510.1083/jcb.200304128PMC2173668

[31] BassellGJ, ZhangH, ByrdAL, FeminoAM, SingerRH, et al (1998) Sorting of β-actin mRNA and protein to neurites and growth cones in culture. J Neurosci 18: 251–265.941250510.1523/JNEUROSCI.18-01-00251.1998PMC6793411

[32] CheeverTR, OlsonEA, ErvastiJM (2011) Axon regeneration and neuronal function are preserved in motor neurons lacking β-actin *in vivo* . PLoS ONE 6: e17768.2144534910.1371/journal.pone.0017768PMC3062555

[33] SchrankB, GötzR, GunnersenJM, UreJM, ToykaKV, et al (1997) Inactivation of the survival motor neuron gene, a candidate gene for human spinal muscular atrophy, leads to massive cell death in early mouse embryos. Proc Natl Acad Sci U S A 94: 9920–9925.927522710.1073/pnas.94.18.9920PMC23295

[34] MonaniUR, SendtnerM, CoovertDD, ParsonsDW, AndreassiC, et al (2000) The human centromeric survival motor neuron gene (*SMN2*) rescues embryonic lethality in *Smn^−/−^* mice and results in a mouse with spinal muscular atrophy. Hum Mol Genet 9: 333–339.1065554110.1093/hmg/9.3.333

[35] Hsieh-LiHM, ChangJG, JongYJ, WuMH, WangNM, et al (2000) A mouse model for spinal muscular atrophy. Nat Genet 24: 66–70.1061513010.1038/71709

[36] MichaudM, ArnouxT, BielliS, DurandE, RotrouY, et al (2010) Neuromuscular defects and breathing disorders in a new mouse model of spinal muscular atrophy. Neurobiol Dis 38: 125–135.2008581110.1016/j.nbd.2010.01.006

[37] WichterleH, LieberamI, PorterJA, JessellTM (2002) Directed differentiation of embryonic stem cells into motor neurons. Cell 110: 385–397.1217632510.1016/s0092-8674(02)00835-8

[38] MilesGB, YohnDC, WichterleH, JessellTM, RafuseVF, et al (2004) Functional properties of motoneurons derived from mouse embryonic stem cells. J Neurosci 24: 7848–7858.1535619710.1523/JNEUROSCI.1972-04.2004PMC6729934

[39] MakhortovaNR, HayhurstM, CerqueiraA, Sinor-AndersonAD, ZhaoWN, et al (2011) A screen for regulators of survival of motor neuron protein levels. Nat Chem Biol 7: 544–552.2168589510.1038/nchembio.595PMC3236614

[40] AndersonKN, BabanD, OliverPL, PotterA, DaviesKE (2004) Expression profiling in spinal muscular atrophy reveals an RNA binding protein deficit. Neuromuscul Disord 14: 711–722.1548295510.1016/j.nmd.2004.08.009

[41] ZhangZ, LottiF, DittmarK, YounisI, WanL, et al (2008) SMN deficiency causes tissue-specific perturbations in the repertoire of snRNAs and widespread defects in splicing. Cell 133: 585–600.1848586810.1016/j.cell.2008.03.031PMC2446403

[42] MurrayLM, LeeS, BäumerD, ParsonSH, TalbotK, et al (2010) Pre-symptomatic development of lower motor neuron connectivity in a mouse model of severe spinal muscular atrophy. Hum Mol Genet 19: 420–433.1988417010.1093/hmg/ddp506

[43] SultanM, SchulzMH, RichardH, MagenA, KlingenhoffA, et al (2008) A global view of gene activity and alternative splicing by deep sequencing of the human transcriptome. Science 321: 956–960.1859974110.1126/science.1160342

[44] WangZ, GersteinM, SnyderM (2009) RNA-Seq: a revolutionary tool for transcriptosomics. Nat Rev Genet 10: 57–63.1901566010.1038/nrg2484PMC2949280

[45] McGovernVL, GavrilinaTO, BeattieCE, BurghesAHM (2008) Embryonic motor axon development in the severe SMA mouse. Hum Mol Genet 17: 2900–2909.1860353410.1093/hmg/ddn189PMC2722893

[46] WuCY, WhyeD, GlazewskiL, ChoeL, KerrD, et al (2011) Proteomic assessment of a cell model of spinal muscular atrophy. BMC Neurosci 12: 25.2138543110.1186/1471-2202-12-25PMC3063191

[47] Wu CY, Whye D, Mason RW, Wang W (2012) Efficient differentation of mouse embryonic stem cells into motor neurons. J Vis Exp 3813.10.3791/3813PMC347129322711008

[48] ButchbachMER, EdwardsJD, SchusslerKR, BurghesAHM (2007) A novel method for oral delivery of compounds to the neonatal SMNΔ7 model of spinal muscular atrophy. J Neurosci Methods 161: 285–290.1716146310.1016/j.jneumeth.2006.11.002PMC2699996

[49] BarrettT, WilhiteSE, LedouxP, EvangelistaC, KimIF, et al (2013) NCBI GEO: archive for functional genomics data sets–update. Nucleic Acids Res 41: D991–D995.2319325810.1093/nar/gks1193PMC3531084

[50] MartinM (2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBNet Journal 17: 10–12.

[51] TrapnellC, PachterL, SalzbergSL (2009) TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25: 1105–1111.1928944510.1093/bioinformatics/btp120PMC2672628

[52] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, et al (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol 28: 511–515.2043646410.1038/nbt.1621PMC3146043

[53] TrapnellC, RobertsA, GoffL, PerteaG, KimD, et al (2012) Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc 7: 562–578.2238303610.1038/nprot.2012.016PMC3334321

[54] JuknatA, PietrM, KozelaE, RimmermanN, LevyR, et al (2013) Microarray and pathway analysis reveal distinct mechanisms underlying cannabinoid-mediated modulation of LPS-induced activation of BV-2 microglial cells. PLoS ONE 8: e61462.2363783910.1371/journal.pone.0061462PMC3634783

[55] KrämerA, GreenJ, Pollard JrJ, TugendreichS (2014) Causal analysis approaches in Ingenuity Pathway Analysis. Bioinformatics 30: 523–530.2433680510.1093/bioinformatics/btt703PMC3928520

[56] SchmittgenTD, LivakKJ (2008) Analyzing real-time PCR data by the comparative C_T_ method. Nat Protoc 3: 1101–1108.1854660110.1038/nprot.2008.73

[57] VandesompeleJ, De PreterK, PattynF, PoppeB, Van RoyN, et al (2002) Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol 3: research0034.1–research0034.11.1218480810.1186/gb-2002-3-7-research0034PMC126239

[58] ArberS, HanB, MendelsohnM, SmithM, JessellTM, et al (1999) Requirement for the homeobox gene Hb9 in the consolidation of motor neuron identity. Neuron 23: 659–674.1048223410.1016/s0896-6273(01)80026-x

[59] PfaffSL, MendelsohnM, StewartCL, EdlundT, JessellTM (1996) Requirement for LIM homeobox gene Isl1 in motor neuron generation reveals a motor neuron-dependent step in interneuron differentiation. Cell 84: 309–320.856507610.1016/s0092-8674(00)80985-x

[60] FangZ, CuiX (2011) Design and validation issues in RNA-seq experiments. Brief Bioinform 12: 280–287.2149855110.1093/bib/bbr004

[61] JablonkaS, SchrankB, KralewskiM, RossollW, SendtnerM (2000) Reduced survival motor neuron (*Smn*) gene dose in mice leads to motor neuron degeneration: an animal model for spinal muscular atrophy type III. Hum Mol Genet 9: 341–346.1065554210.1093/hmg/9.3.341

[62] GarciaEL, LuZ, MeersMP, PraveenK, MateraAG (2013) Developmental arrest of Drosophila survival motor neuron (Smn) mutants accounts for differences in expression of minor intron-containing genes. RNA 19: 1510–1516.2400646610.1261/rna.038919.113PMC3851718

[63] SeeK, YadavP, GiegerichM, CheongPS, GrafM, et al (2014) SMN deficiency alters Nrxn2 expression and splicing in zebrafish and mouse models of spinal muscular atrophy. Hum Mol Genet 23: 1754–1770.2421836610.1093/hmg/ddt567

[64] ZhangZ, PintoAM, WanL, WangW, BergMG, et al (2013) Dysregulation of synaptogenesis genes antecedes motor neuron pathology in spinal muscular atrophy. Proc Natl Acad Sci U S A 110: 19348–19353.2419105510.1073/pnas.1319280110PMC3845193

[65] ParkGH, Maneo-HikichiY, AwanoT, LandmesserLT, MonaniUR (2010) Reduced survival of motor neuron (SMN) protein in motor neuronal progenitors functions cell autonomously to cause spinal muscular atrophy in model mice expressing the human centromeric (*SMN2*) gene. J Neurosci 30: 12005–12019.2082666410.1523/JNEUROSCI.2208-10.2010PMC2944776

[66] MartinezTL, KongL, WangX, OsborneMA, CrowderME, et al (2012) Survival motor neuron protein in motor neurons determines synaptic integrity in spinal muscular atrophy. J Neurosci 32: 8703–8715.2272371010.1523/JNEUROSCI.0204-12.2012PMC3462658

[67] GogliottiRG, QuinlanKA, BarlowCB, HeierCR, HeckmanCJ, et al (2012) Motor neuron rescue in spinal muscular atrophy mice demonstrates that sensory-motor defects are a consequence, not a cause, of motor neuron dysfunction. J Neurosci 32: 3818–3829.2242310210.1523/JNEUROSCI.5775-11.2012PMC3679185

[68] GavrilinaTO, McGovernVL, WorkmanE, CrawfordTO, GogliottiRG, et al (2008) Neuronal SMN expression corrects spinal muscular atrophy in severe SMA mice while muscle specific SMN expression has no phenotypic effect. Hum Mol Genet 17: 1063–1075.1817857610.1093/hmg/ddm379PMC2835541

[69] HuaY, SahashiK, RigoF, HungG, HorevG, et al (2011) Peripheral SMN restoration is essential for long-term rescue of a severe spinal muscular atrophy mouse model. Nature 478: 123–126.2197905210.1038/nature10485PMC3191865

[70] PassiniMA, BuJ, RoskelleyEM, RichardsAM, SardiSP, et al (2010) CNS-targeted gene therapy improves survival and motor function in a mouse model of spinal muscular atrophy. J Clin Invest 120: 1253–1264.2023409410.1172/JCI41615PMC2846065

[71] FoustKD, WangX, McGovernVL, BraunL, BevanAK, et al (2010) Rescue of the spinal muscular atrophy phenotype in a mouse model by early postnatal delivery of *SMN* . Nat Biotechnol 28: 271–274.2019073810.1038/nbt.1610PMC2889698

[72] ButchbachMER, SinghJ, ÞorsteindóttirM, SaievaL, SlominskiE, et al (2010) Effects of 2,4-diaminoquinazoline derivatives on SMN expression and phenotype in a mouse model for spinal muscular atrophy. Hum Mol Genet 19: 454–467.1989758810.1093/hmg/ddp510PMC2798721

[73] Van MeerbekeJP, GibbsRM, PlastererHL, MiaoW, FengZ, et al (2013) The DcpS inhibitor RG3039 improves motor function in SMA mice. Hum Mol Genet 22: 4074–4083.2372783610.1093/hmg/ddt257PMC3781637

[74] GogliottiRG, CardonaH, SinghJ, BailS, EmeryC, et al (2013) The DcpS inhibitor RG3039 improves survival, function and motor unit pathologies in two SMA mouse models. Hum Mol Genet 22: 4084–4101.2373629810.1093/hmg/ddt258PMC3781638

[75] AzzouzM, LeT, RalphGS, WalmsleyL, MonaniUR, et al (2004) Lentivector-mediated SMN replacement in a mouse model of spinal muscular atrophy. J Clin Invest 114: 1726–1731.1559939710.1172/JCI22922PMC535071

[76] DominguezE, MaraisT, ChatauretN, Benkhelifa-ZiyyatS, DuqueS, et al (2011) Intravenous scAAV9 delivery of a codon-optimized SMN1 sequence rescues SMA mice. Hum Mol Genet 20: 681–693.2111889610.1093/hmg/ddq514

[77] ValoriCF, NingK, WylesM, MeadRJ, GriersonAJ, et al (2010) Systemic delivery of scAAV9 expressin SMN prolongs survival in a model of spinal muscular atrophy. Sci Transl Med 2: 35ra42.10.1126/scitranslmed.300083020538619

[78] BoyerLA, LeeTI, ColeMF, JohnstoneSE, LevineSS, et al (2005) Core transcriptional regulatory circuitry in human embryonic stem cells. Cell 122: 947–956.1615370210.1016/j.cell.2005.08.020PMC3006442

[79] RedmondLC, DumurCI, ArcherKJ, GraysonDR, HaarJL, et al (2011) Krüppel-like factor 2 regulated gene expression in mouse embryonic yolk sac erythroid cells. Blood Cells Mol Dis 47: 1–11.2153033610.1016/j.bcmd.2011.03.002PMC3150518

[80] LimLS, LohYH, ZhangW, LiY, ChenX, et al (2007) Zic3 is required for maintenance of pluripotency in embryonic stem cells. Mol Biol Cell 18: 1348–1358.1726769110.1091/mbc.E06-07-0624PMC1838990

[81] ZhangW, WalkerE, TamplinOJ, RossantJ, StanfordWL, et al (2006) Zfp206 regulates ES cell gene expression and differentiation. Nucleic Acids Res 34: 4780–4790.1697146110.1093/nar/gkl631PMC1635278

[82] KimSK, SuhMR, YoonHS, LeeJB, OhSK, et al (2005) Identification of developmental pluripotency associated 5 expression in human pluripotent stem cells. Stem Cells (Dayt) 23: 458–462.1579076510.1634/stemcells.2004-0245

[83] MasuiS, OhtsukaS, YagiR, TakahashiK, KoMSH, et al (2008) Rex1/Zfp42 is dispensable for pluripotency in mouse ES cells. BMC Dev Biol 8: 45.1843350710.1186/1471-213X-8-45PMC2386458

[84] PapettiM, AughenlichtLH (2010) MYBL2, a link between proliferation and differentiation in maturing colon epithelial cells. J Cell Physiol 226: 785–791.10.1002/jcp.22399PMC301274320857481

[85] BoyneLJ, FischerI, SheaTB (1996) Role of vimentin in early stages of neuritogenesis in cultured hippocampal neurons. Int J Dev Neurosci 14: 739–748.896098110.1016/s0736-5748(96)00053-6

[86] BriscoeJ, SusselL, SerupP, Hartigan-O'ConnorD, JessellTM, et al (1999) Homeobox gene *Nkx2.2* and specification of neuronal identity by graded Sonic hedgehog signaling. Nature 398: 622–627.1021714510.1038/19315

[87] Pierfelice T, Alberi L, Gaiano N (2011) Notch in the vertebrate nervous system: an old dog with new tricks. Neuron 69: 855.10.1016/j.neuron.2011.02.03121382546

[88] Caraballo-MirallesV, Cardona-RossinyolA, GarceraA, Torres-BenitoL, SolerRM, et al (2013) Notch signaling pathway is activated in motoneurons of spinal muscular atrophy. Int J Mol Sci 14: 11424–11437.2375999110.3390/ijms140611424PMC3709740

[89] DenckerL, AnnerwallE, BuschC, ErikksonU (1990) Localization of specific retinoid-binding sites and expression of cellular retinoic-acid-binding protein (CRABP) in the early mouse embryo. Development 110: 343–352.196683210.1242/dev.110.2.343

[90] Perez-CastroAV, Toth-RoglerLE, WeiL, Nguyen-HuuMC (1989) Spatial and temporal pattern of expression of the cellular retinoic acid-binding protein and the cellular retinol-binding protein during mouse embryogenesis. Proc Natl Acad Sci U S A 86: 8813–8817.255433110.1073/pnas.86.22.8813PMC298380

[91] HoslerBA, LaRosaGJ, GrippoJF, GudasLJ (1989) Expression of REX-1, a gene containing zinc finger motifs, is rapidly reduced by retinoic acid in F9 teratocarcinoma cells. Mol Cell Biol 9: 5623–5629.251143910.1128/mcb.9.12.5623-5629.1989PMC363733

[92] AppelB, EisenJS (2003) Retinoids run rampant: multiple roles during spinal cord and motor neuron development. Neuron 40: 461–464.1464227110.1016/s0896-6273(03)00688-3

[93] Diez del CorralR, Olivera-MartinezI, GorielyA, GaleE, MadenM, et al (2003) Opposing FGF and retinoid pathways control ventral nerve pattern, neuronal differentiation and segmentation during body axis formation. Neuron 40: 65–69.1452743410.1016/s0896-6273(03)00565-8

[94] NovitchBG, WichterleH, JessellTM, SockanathanS (2003) A requirement for retinoic acid-mediated transcriptional activation in ventral neural patterning and motor neuron specification. Neuron 40: 81–95.1452743510.1016/j.neuron.2003.08.006

[95] LiuH, ShafeyD, MooresJN, KotharyR (2010) Neurodevelopmental consequences of Smn depletion in a mouse model of spinal muscular atrophy. J Neurosci Res 88: 111–122.1964219410.1002/jnr.22189

[96] EbertAD, YuJ, Rose JrFF, MattisVB, LorsonCL, et al (2009) Induced pluripotent stem cells from a spinal muscular atrophy patient. Nature 457: 277–280.1909889410.1038/nature07677PMC2659408

[97] ChangT, ZhengW, TsarkW, BatesS, HuangH, et al (2011) Phenotypic rescue of induced pluripotent stem cell-derived motoneurons of a spinal muscular atrophy patient. Stem Cells (Dayt) 29: 2090–2093.2195689810.1002/stem.749

[98] CortiS, NizzardoM, SimoneC, FalconeM, NardiniM, et al (2012) Genetic correction of human induced pluripotent stem cells from patients with spinal muscular atrophy. Sci Transl Med 4: 165ra162.10.1126/scitranslmed.3004108PMC472273023253609

[99] SareenD, EbertAD, HeinsBM, McGivernJV, OrnelasL, et al (2012) Inhibition of apoptosis blocks human motor neuron cell death in a stem cell model of spinal muscular atrophy. PLoS ONE 7: e39113.2272394110.1371/journal.pone.0039113PMC3378532

[100] LeTT, PhamLT, ButchbachMER, ZhangHL, MonaniUR, et al (2005) SMNΔ7, the major product of the centromeric survival motor neuron gene (*SMN2*), extends survival in mice with spinal muscular atrophy and associates with full-length SMN. Hum Mol Genet 14: 845–857.1570319310.1093/hmg/ddi078

[101] KariyaS, ParkGH, Maeno-HikichiY, LeykekhmanO, LutzC, et al (2008) Reduced SMN protein impairs maturation of the neuromuscular junctions in mouse models of spinal muscular atrophy. Hum Mol Genet 17: 2552–2569.1849280010.1093/hmg/ddn156PMC2722888

[102] ChangHCH, DimlichDN, YokokuraT, MukherjeeA, KankelMW, et al (2008) Modeling spinal muscular atrophy in Drosophila. PLoS ONE 3: e3209.1879163810.1371/journal.pone.0003209PMC2527655

[103] KongL, WangX, ChoeDW, PolleyM, BurnettBG, et al (2009) Impaired synaptic vesicle release and immaturity of neuromuscular junctions in spinal muscular atrophy mice. J Neurosci 29: 842–851.1915830810.1523/JNEUROSCI.4434-08.2009PMC2746673

How the deposited data were processed for this re-analysis (not part of the article)

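MNs differentiated from Hb9 control and A2 SMA mESCs were collected by FACS and their RNA was sequenced in 3 samples per genotype. The authors checked reads with FastQC, trimmed them with CutAdapt, mapped them with TopHat to the mouse genome NCBI m37 with its Ensembl annotation, assembled and merged transcripts with Cufflinks and Cuffmerge, and compared the genotypes with Cuffdiff. The table analysed here is the gene-level output of Cuffdiff. It gives for each gene or locus 1 FPKM value per genotype, the log2 fold change, a test statistic, p, q and a status. Checks of the table showed that the log2 fold change equals the log2 ratio of the FPKM values in A2 SMA over Hb9 control MNs where both are above 0 and the status is not FAIL, that p follows from the normal tail of the test statistic, and that q equals the Benjamini-Hochberg adjustment over tested transcripts.

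No values of single samples were used, because the table gives 1 value per genotype. No SD, no leave-one-out result and no count over other splits of the 6 samples could therefore be computed, and the p-values and q-values were taken as deposited by the authors, who computed them with Cuffdiff. The depth per sample was taken from Table 2 of the paper, with an exact permutation test of its means. The reads behind a single value are unknown. Genotype and cell line are the same division of the samples, so an effect of SMN cannot be separated from other differences between the lines in these data.

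FPKM values were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A gene was placed by its symbol, and where a symbol has several entries the one with the highest FPKM in either genotype was used. Log2 ratios were formed without a pseudocount. Tested transcripts with a p under 0.05 were counted as differentially expressed, and by direction. A list with a p of at most 0.01 and an absolute log2 ratio above 2 was counted with and without a limit of 30 FPKM in the higher genotype. FPKM distributions were described by medians and quartiles.

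Gene lists were summarised over genes with a symbol, at least 1 FPKM in either genotype and more than 0 FPKM in both. The lists were the paper's own (pluripotency genes, the network of Fig. 7B, Notch pathway members, transcriptional regulators, qRT-PCR targets and references, Table 3 and other genes named in its text) and lists written from general knowledge. The latter were naive pluripotency, cell cycle, pan-neuronal, MN markers, ventral progenitors with Shh targets, neural progenitors, RA response, Hox genes, endoderm, pancreas, mesoderm, fibroblasts, p53 targets with apoptosis, glia, interneurons, Y-linked genes, X inactivation, the Dlk1-Dio3 locus, imprinted genes, the region of Smn1 (with Smn1 itself), replication-dependent histones, snRNPs with the SMN complex, ribosomal proteins, and stress. Each median was placed among the medians of 10000 random lists of the same size with the same numbers of genes in 20 bins of mean log2 FPKM, and was counted as outside them beyond the 2.5 and 97.5 percentiles. Medians of chromosomes with at least 10 genes were treated in the same way. Genes are not independent of each other, so these places are descriptions and no p was computed across genes. The procedure was tested on simulated data, where it recovered 1000 of 1000 lists shifted by 2 on the log2 scale and placed 6.8% of 1000 unshifted lists outside the limits.

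The genes named are those that the paper names, the 5 with the largest rise and the 5 with the largest fall among transcripts past p 0.05 with at least 30 FPKM in the higher genotype and more than 0 FPKM in both, and at most the 3 most abundant members of each list that is not the paper's. Other genes are given where the text says that they were chosen after their values were seen. This rule, the lists, the comparisons and most alternatives were set before the data were examined.

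The alternatives were q in place of p, a recomputed adjustment, a change of at least 2-fold, filters of 1 FPKM in either or both genotypes, counting each symbol once, other readings of the 4-fold and 30 FPKM limits, pseudocounts of 0.1 and 1 FPKM, a filter of 5 FPKM, random lists without matching or matched on locus length, summing the entries of a symbol, and scaling to the median gene, to the upper quartile or to Gusb, Pgk1 and Rpl13a. Alternatives chosen after seeing the data were counting transcripts at 0 FPKM in A2 SMA MNs as higher, counting transcripts at 0 FPKM in a genotype as more than 4-fold changed, using only transcripts with a gene symbol, leaving out the status FAIL, and matching random lists on GC content. GC content came from GENCODE mouse release M21, which covers 15244 of the 15548 genes (98.0%). It was joined by symbol. Positions are those of the listed loci in NCBI m37, and a locus can extend beyond the gene it is named by. Results of qRT-PCR, immunoblots, FACS, the other mESC lines and mouse spinal cord were not analysed here.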

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

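The lists, their comparison with random lists and most alternatives were set before the data were examined. The tests of windows and of GC content for chromosome 11 were set before their results were seen. So were those of joined and of long loci for the status FAIL, and of short loci. Every other test in this part was chosen only after the result was seen, although some use values of the alternatives set beforehand.

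Gene lists outside the functions that the paper discusses had medians beyond the limits of their random lists. The median log2 ratio of 17 Hox genes was -3.09, with 15 lower in A2 SMA MNs (14 relative to the median gene) and no random list as low. It was -4.49 for 19 interneuron genes, all of them lower (18 relative to the median gene), and -2.20 for 11 genes of glia and oligodendrocyte progenitors, of which 10 were lower. Among their abundant members, Hoxb3, Lhx1 and Slc1a3 were lower, and Glul had a log2 ratio of 0.06. Relative to the median gene the list median nearest to 0 was still -1.90, which argues against the scaling between the genotypes as the whole cause. With random lists matched on GC content, the difference nearest to 0 was -1.79, which argues against GC content. A lower level in each cell stays open, as does a smaller share of neural cells among the A2 cells, although Mnx1, at a log2 ratio of 0.10, did not fall with them. Also open is an effect of SMN deficiency, which this design does not separate from other differences between the 2 lines.

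Of 22 pancreas genes, 7 had at least 1 FPKM in either genotype, with a median log2 ratio of -1.35, lower than in all but 1.39% of the random lists. With random lists matched on GC content it lay at the 2.83 percentile, within the limits. Without the filter and with a pseudocount of 1 FPKM it was 0.00. The 7 genes went both ways, with 3 higher and 4 lower in A2 SMA MNs. Among the lower ones, Insm1 (log2 ratio -3.98) and Nkx6-1 (-4.40) are also in the network of Fig. 7B. Neurog3, also lower, gives the list median and is a regulator in Fig. 8A. Pla2g1b, the highest at 3.02, is a qRT-PCR target of the paper. The list therefore overlaps genes that the paper discusses, and no biological explanation was tested.

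Y-linked transcripts were higher in A2 SMA MNs, with a median log2 ratio of 1.48 over 4 genes and 2 of the 10000 random lists as high. The log2 ratio was 2.48 for Eif2s3y, 1.79 for Ddx3y, 0.88 for Uty and, named after its value was seen, 1.17 for Kdm5d. If a share of the Hb9 control cells had lost the Y chromosome, all would differ by the same factor. The highest and lowest differed by 1.60 on the log2 scale, with an implied standard error of 0.21 in the authors' deposited table, which argues against loss of the Y chromosome as the whole cause. The homologs on chromosome X, which were chosen after the values were seen, had a median log2 ratio of 0.26, from -0.06 for Kdm5c to 0.33 for Kdm6a (0.24 to 0.63 relative to the median gene). Each lay under the lowest of the Y-linked transcripts, which argues against an equal rise of the gene pairs as the whole cause, while a smaller shared rise stays open. A loss in part of the cells together with a change in expression stays open, and so does a difference between the parental lines.

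Serf1 had a log2 ratio of -2.00 (implied standard error 0.18 in the authors' deposited table) and lies next to Smn1. The median of the 7 other genes within 500000 bp was -0.16, or 0.13 relative to the median gene, against -1.70 for Serf1 on that scale, which argues against a fall of the whole region. Cartpt, also chosen after its value was seen, was an exception, with a log2 ratio of -5.27. In a wider list of 18 genes of the region, which includes Smn1 and Serf1 themselves, the median was 0.16, above 99.6% of random lists, but it lay at the 96.9 percentile with a filter of 5 FPKM and at the 92.7 percentile without a filter, within the limits. A local effect of the targeted allele on Serf1 may therefore remain as a hypothesis that the table does not test.

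Transcripts of chromosome 11 had a median log2 ratio of -0.47 over 1341 genes, lower than in each of 10000 random sets. A copy lost in all A2 cells or gained in all Hb9 cells would move a chromosome by at least 0.58, and chromosome 11 lay at -0.17 from the median of all genes, which argues against it. With random sets matched on GC content the difference was -0.19, which argues against GC content. In windows of 20 Mb, 6 lay between -0.22 and -0.058 from the median of all genes, and the shorter window at the end of the chromosome, with 58 genes, lay at -0.26. This is consistent with a changed copy number of the chromosome in a share of the cells, which may explain the pattern as a hypothesis. Whether neural genes are more frequent on the chromosome was not tested.

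Chromosomes 1, 4 and X had medians of -0.18, -0.24 and -0.21, less reduced than their random sets. The largest distance from the median of all genes was 0.12, which argues against a copy gained in all A2 cells or lost in all Hb9 cells. With random sets matched on GC content the lowest percentile of the 3 chromosomes was 99.55, which argues against GC content. Chromosome 4 lay at the 84.4 percentile with a filter of 5 FPKM, within the limits. A changed copy number in a share of the cells was not tested for these chromosomes.

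Transcripts of 28 imprinted genes had a median log2 ratio of -1.01, with 23 lower in A2 SMA MNs (21 relative to the median gene) and no random list as low. Against random lists matched on GC content the difference was -0.84, and on locus length -0.82, which argues against both. The most abundant were Gnas (949 and 326 FPKM in Hb9 control and A2 SMA MNs), H19 (352 and 813 FPKM) and Nnat (782 and 124 FPKM), and all 3 have the status FAIL. H19 rose while the others fell. Many imprinted genes are expressed in neurons, so a lower share of neuronal transcripts stays open, as does a change of imprinting between the lines.

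Ribosomal protein transcripts had a median log2 ratio of 0.17 over 40 genes, with 26 higher in A2 SMA MNs (34 relative to the median gene) and 2 of the 10000 random lists as high. Matching random lists on locus length gave a difference of 0.36 and matching on GC content 0.42, which argues against both. Among the most abundant, Rpl8 and Rps3 had log2 ratios of 0.16 and 0.17. Reads shared with pseudogenes of these short genes were not tested.

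Among genes with the status FAIL, which the authors' comparison leaves without a test, 72 with a symbol changed by more than 4-fold and reached at least 30 FPKM, and 61 of them were lower in A2 SMA MNs. The 2172 genes with a symbol and this status had a median of 36.6 FPKM in the higher genotype against 15.9 FPKM for 13376 tested genes, which argues against low abundance. Changes of at least 2-fold were found in 21.9% of them and in 30.9% of tested genes, so small changes are not the whole cause. Their locus held several symbols or entries in 55.2% against 46.4%, so joined loci are not the whole cause either. Their median locus length was 48168 bp, against 28445 bp for tested genes matched on expression. This is consistent with long loci as a candidate cause for part of these genes, but not for all of them, since the loci of Ckb and Utf1, which also have the status FAIL, are 3050 bp and 1324 bp long.

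Loci without a gene symbol were among the largest changes. One on chromosome 8 from 131258079 to 131285299 lies beside Itgb1, a neighbour looked up after the value was seen, and fell from 50.5 to 0.502 FPKM, a log2 ratio of -6.65. A locus of 90 bp on chromosome 1 from 92520919 to 92521008 rose from 61.4 to 801 FPKM, a log2 ratio of 3.71. Another of 116 bp on the same chromosome from 101086685 to 101086800 rose from 19.3 to 866 FPKM, a log2 ratio of 5.49. The implied standard error in the authors' deposited table was 1.49 for both short loci and 0.75 for the one on chromosome 8. Over tested loci under 200 bp its median was 0.49, against 0.19 for longer ones, which is consistent with imprecise values of short loci as a candidate cause of the large ratios. The locus on chromosome 8 is 27221 bp long, so short length leaves it unexplained. No biological explanation was tested.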

How the results depend on the processing

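Of the alternatives, those that leave out the status FAIL, match on GC content, use only transcripts with a symbol or count transcripts at 0 FPKM were chosen after the data were seen. No paired analysis was possible because the table gives 1 value per genotype and the samples are not matched in pairs, and for the same reason leaving out each sample in turn was not run. The depth behind single values is unknown, which limits how firmly a ratio at low FPKM can be read.

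The direction of the counts was the same under every alternative run, with more transcripts lower than higher in A2 SMA MNs. A change of at least 2-fold moved the counts past p 0.05 to 5443 transcripts, 1440 higher and 4003 lower, because it adds a condition. An absolute log2 ratio above 4 moved the stringent counts to 29 higher and 347 lower and, above 30 FPKM, to 3 and 68. Above 30 FPKM in both genotypes gave 18 and 25, and a mean above 30 FPKM gave 37 and 170. Centring on the median gene gave 87 higher transcripts above 30 FPKM, and using only those with a symbol gave 36. Other counts stayed within 1.5 times the main count. The median FPKM moved to 6.56 in Hb9 control MNs and 4.59 in A2 SMA MNs when all transcripts above 0 FPKM in both genotypes were used.

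The lists of pluripotency, cell cycle, neuronal, progenitor, MN marker, Notch and RA genes kept their direction and their place outside the random lists under every alternative. The p53 and apoptosis list reversed to 0.26 when centred and to 0.22 without the status FAIL. Centring, which adds 0.30 to each log2 ratio, also reversed the medians of the qRT-PCR references (0.20), endoderm (0.28), snRNP (0.19) and stress (0.13) lists. A filter of 5 FPKM moved the endoderm list to 0.017. Without a filter and with a pseudocount of 1 FPKM, the endoderm list reached 0.12 and the pancreas list 0.00. The stress list stayed at -0.17 but changed from below to above the median of its random lists when these were not matched or were matched on GC content. Of the other list results, 5 became weaker and 3 stronger. Among the chromosome medians 1 became weaker and 3 stronger.

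Of 128 named genes and loci, 113 had the same direction and the same side of 1.96 implied standard errors under every alternative. Centring and scaling to the upper quartile each reversed Pgk1 to 0.20, Hsp90b1 to 0.012, Tagln to 0.22, Bdp1 to 0.13, Kdm5c to 0.24 and Top2a to 0.093, and scaling to Gusb, Pgk1 and Rpl13a reversed Pgk1 to 0.045, Tagln to 0.063 and Kdm5c to 0.083. These genes lie close to 0, so a shift of all ratios is enough. Another 20 results for named genes became stronger and 5 weaker. The pseudocounts and the sum of a symbol's entries changed none of them.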

Differences from the paper's values

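The counts with a symbol only, with transcripts at 0 FPKM counted in, and with transcripts at 0 FPKM in A2 SMA MNs counted as higher were chosen after seeing the values. A gap between counts was called closed where the larger was at most 1.5 times the smaller. A closed gap therefore does not mean that the paper's count was reached.

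For transcripts more than 4-fold lower in A2 SMA MNs at a p of at most 0.01, the count here was 1547 against the paper's 814. None of the alternatives set before the data were examined closed the gap: an absolute log2 ratio above 4 gave 347, a q of at most 0.01 gave 1478 and centring on the median gene gave 1242. Of the alternatives chosen after seeing the values, counting transcripts at 0 FPKM as more than 4-fold changed gave 1665 and using only transcripts with a symbol gave 1310.

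For such transcripts higher in A2 SMA MNs and above 30 FPKM, the count here was 57 against the paper's 27. Of the alternatives set before the data were examined, some closed the gap without reaching 27. These were more than 30 FPKM in both genotypes (18) and a mean above 30 FPKM (37). For the lower transcripts above 30 FPKM, where the count here was 283 against the paper's 220, the former gave 25 and so opened a gap, while the latter gave 170. An absolute log2 ratio above 4 (3 higher transcripts), a q of at most 0.01 (54) and centring on the median gene (87) did not close it. Using only transcripts with a symbol, chosen after seeing the values, gave 36 and closed it, while counting transcripts at 0 FPKM, also chosen after seeing the values, gave 83.

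The fewest reads of a sample are 14863496 in Table 2, against the paper's 29763880 in its text. No alternative applies to this value.

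The paper's split of differentially expressed transcripts, 3094 upregulated and 6964 downregulated, was within 1.5 times the split here by p (3319 and 7583) and by q (2962 and 7096). It was reached exactly by q when transcripts listed at 0 FPKM in A2 SMA MNs were counted as higher, an alternative chosen after seeing the values.

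The fold changes that the paper prints equal the log2 ratios computed here, so all comparisons with them were made on the log2 scale.

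The paper states that most of its upstream regulators did not change significantly at the transcript level, whereas 10 of the 17 regulator genes in the authors' deposited table are past q 0.05. It states that Hsp90b1 mRNA did not change, whereas its q is 5.03e-07 in the authors' deposited table at a log2 ratio of -0.28. Ckb and Uchl1 are also given as unchanged, and their log2 ratios from FPKM were -3.53 and -0.76, without a test. Sox2 is given as upregulated, and its q in the authors' deposited table is 0.221 at a log2 ratio of 0.14. All transcripts of the table are described as expressed, and 13064 of them are at 0 FPKM in both genotypes.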

Other observations

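The places of the lists among random lists and most alternatives, such as centring on the median gene, were set before the data were examined. The tests of locus length and GC content for the pan-neuronal and pluripotency lists were set before their results were seen. The other tests in this part were chosen only after the result was seen, although some use values of the alternatives set beforehand.

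The fall of pan-neuronal transcripts was weighed against technical explanations. Relative to the median gene the list median was -3.28, which argues against scaling. Against random lists matched on locus length the difference was -3.21 and on GC content -3.25, which argues against both. If cells without Hb9 expression had passed the sort, Mnx1 would have fallen with the other MN markers, but its log2 ratio lay 3.32 above their median. This argues against such cells as the whole cause, unless each A2 MN holds more Mnx1 mRNA. Of 24 fibroblast genes, 21 reached at least 1 FPKM in either genotype, with a median log2 ratio of -0.69, which argues against feeder fibroblasts carried into the A2 cells. The most abundant were Fn1 (74.5 and 138 FPKM in Hb9 control and A2 SMA MNs, status FAIL), Tagln (31.8 and 30.1 FPKM) and Mmp2 (31.2 and 8.85 FPKM). A changed state of cells that express Hb9 remains open, and it is an untested hypothesis that it follows from SMN deficiency.

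For the pluripotency transcripts, the difference from random lists matched on GC content was 2.09, which argues against GC content. A larger share of residual ESCs of one kind among the A2 cells would raise ESC transcripts by one factor. The log2 ratios of the 14 tested genes of the independent list had an SD of 0.92, from 0.41 to 3.49, against a median implied standard error of 0.17 in the authors' deposited table. Transcripts that Hb9 control MNs also hold would rise less, so residual ESCs and a rise within MNs cannot be told apart from these values.

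A hypothesis was that A2 cells miss a single step between neural progenitors and MNs, in which case progenitor transcripts would keep or raise their level. The neural progenitor list fell, with a median of -3.12, which argues against it.

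The paper reports larger changes by RNA-Seq than by qRT-PCR. The mean log2 ratio of Gusb, Pgk1 and Rpl13a was -0.14 in the RNA-Seq samples. The qRT-PCR was made on other RNA samples and its values were not analysed here, so whether a change of these references contributes stays open.

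Chat mRNA fell from 15.5 FPKM in Hb9 control MNs to 0.344 FPKM in A2 SMA MNs, a log2 ratio of -5.49. Lhx3, chosen after its values were seen, fell from 27.6 to 0.348 FPKM, a log2 ratio of -6.31.

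The remaining lists lay within the limits of their random lists. The median log2 ratio was -0.01 for 22 endoderm genes (percentile 93.6), -1.04 for 10 mesoderm genes (14.3), -0.92 for 3 transcripts of the Dlk1-Dio3 locus (5.74), 0.41 for 7 replication-dependent histone genes (93.6), -0.10 for 17 genes of snRNPs and the SMN complex (69.8) and -0.17 for 20 stress genes (45.5). The fibroblast list lay at the 10.6 percentile. Some alternatives placed 3 of these lists outside the limits. Without a filter and with a pseudocount of 1 FPKM the endoderm list lay at the 99.7 percentile and the histone list at 98.9, and with unmatched random lists the histone list lay at 98.0 and the mesoderm list at 2.21. Of the 4 X inactivation genes, the 2 in the table were under 1 FPKM in both genotypes. The paper's qRT-PCR targets had a median of -3.68 over 7 genes, which is the value of Crabp1, and the 11 other genes named in its text had a median of -2.60, both lower than in each random list. The authors chose these genes with the same samples at hand, so their place is not independent evidence.

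Transcripts without a gene symbol held 86.5% of the sum of FPKM in Hb9 control MNs and 88.6% in A2 SMA MNs. They number 4684, with a median length of 344 bp, and 1627 of them are under 200 bp. In the authors' deposited table, 325 transcripts of the status NOTEST have a p under 0.05 and are not among those marked as significant. Across the 15548 genes of the lists' background, log2 ratio and locus length had a Spearman correlation of -0.0998, where genes are not independent replicates.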
